# Disruption of Iron Homeostasis and Mitochondrial Metabolism Are Promising Targets to Inhibit Candida auris

**DOI:** 10.1128/spectrum.00100-22

**Published:** 2022-04-12

**Authors:** Claudia Simm, Harshini Weerasinghe, David R. Thomas, Paul F. Harrison, Hayley J. Newton, Traude H. Beilharz, Ana Traven

**Keywords:** *Candida auris*, antifungal agents, fungal pathogens, iron, metabolism, mitochondrial metabolism

## Abstract

Fungal infections are a global threat, but treatments are limited due to a paucity in antifungal drug targets and the emergence of drug-resistant fungi such as Candida auris. Metabolic adaptations enable microbial growth in nutrient-scarce host niches, and they further control immune responses to pathogens, thereby offering opportunities for therapeutic targeting. Because it is a relatively new pathogen, little is known about the metabolic requirements for C. auris growth and its adaptations to counter host defenses. Here, we establish that triggering metabolic dysfunction is a promising strategy against C. auris. Treatment with pyrvinium pamoate (PP) induced metabolic reprogramming and mitochondrial dysfunction evident in disrupted mitochondrial morphology and reduced tricarboxylic acid (TCA) cycle enzyme activity. PP also induced changes consistent with disrupted iron homeostasis. Nutrient supplementation experiments support the proposition that PP-induced metabolic dysfunction is driven by disrupted iron homeostasis, which compromises carbon and lipid metabolism and mitochondria. PP inhibited C. auris replication in macrophages, which is a relevant host niche for this yeast pathogen. We propose that PP causes a multipronged metabolic hit to C. auris: it restricts the micronutrient iron to potentiate nutritional immunity imposed by immune cells, and it further causes metabolic dysfunction that compromises the utilization of macronutrients, thereby curbing the metabolic plasticity needed for growth in host environments. Our study offers a new avenue for therapeutic development against drug-resistant C. auris, shows how complex metabolic dysfunction can be caused by a single compound triggering antifungal inhibition, and provides insights into the metabolic needs of C. auris in immune cell environments.

**IMPORTANCE** Over the last decade, Candida auris has emerged as a human pathogen around the world causing life-threatening infections with wide-spread antifungal drug resistance, including pandrug resistance in some cases. In this study, we addressed the mechanism of action of the antiparasitic drug pyrvinium pamoate against C. auris and show how metabolism could be inhibited to curb C. auris proliferation. We show that pyrvinium pamoate triggers sweeping metabolic and mitochondrial changes and disrupts iron homeostasis. PP-induced metabolic dysfunction compromises the utilization of both micro- and macronutrients by C. auris and reduces its growth *in vitro* and in immune phagocytes. Our findings provide insights into the metabolic requirements for C. auris growth and define the mechanisms of action of pyrvinium pamoate against C. auris, demonstrating how this compound works by inhibiting the metabolic flexibility of the pathogen. As such, our study characterizes credible avenues for new antifungal approaches against C. auris.

## INTRODUCTION

Life-threatening infections with fungi have become more prevalent over the last 20 to 30 years, now killing more than 1.5 million people annually (1). Despite this increasing threat, we have very few antimycotic drugs and our antifungal drug arsenal has not changed much in the last 30 years (2). The problem has been exacerbated by the emergence of Candida auris, which presents an urgent health challenge and has been identified as a serious global threat to humans (3). This yeast emerged as a human pathogen nearly simultaneously in different geographical locations subdivided into four genetically distinct clades, with a potential fifth one discovered recently (4, 5). C. auris is a nosocomial pathogen with a mortality rate of 30% to 70% (6–8). In contrast to other *Candida* species, this fungus is a strong colonizer of the human skin, which facilitates transmissions between patients (9, 10). This trait, coupled with its environmental persistence on hospital surfaces and medical equipment, has caused hospital outbreaks, including as a coinfection of seriously ill COVID-19 patients (11–13). Most C. auris isolates are resistant to at least one of the three main classes of antifungal drugs (azoles, echinocandins, and polyenes) with 86 to 93%, 8 to 35%, and 2 to 7% no longer susceptible to fluconazole, amphotericin B, and caspofungin, respectively (10). Alarmingly, there have been reports of panresistant clinical isolates (4, 14, 15). Given that C. auris is resistant to all available antifungals coupled with limited target space (either membrane or cell wall integrity), improved strategies to combat this multidrug-resistant pathogen rely on characterizing new pathways for therapeutic intervention.

We are interested in exploring metabolism as a target for antifungal strategies. Manipulation of metabolism is promising for several human diseases, such as cancer, inflammation, and autoimmunity (16–18), but is less understood in infectious diseases. There is good evidence that metabolism might provide the much-needed expanded target space to search for new antifungal therapies. Indeed, an intricate cross talk between pathogen and host metabolic pathways regulates fungal growth, immune responses, and ultimately host survival of infection (19, 20). Fungal pathogens need metabolic adaptability because host niches can be scarce in both macronutrients, such as carbon sources, and micronutrients, such as metals (19, 21, 22). Moreover, hosts can actively restrict nutrients for pathogens. A key example of this is the battle for iron (23, 24).

Host organisms actively sequester or compartmentalize iron to drastically reduce its uptake by invading fungal pathogens, a defense mechanism termed nutritional immunity (25). Upon infection with microorganisms, macrophages increase the expression of the natural resistance-associated protein 1 (NRAMP1), a metal transporter that actively pumps iron and manganese ions from the phagolysosome (where microbes reside) into the cytoplasm, thus restricting access to these metals (26). Macrophages are actively recruited to fungal lesion sides to restrict access to iron (27). Moreover, access to iron is further restricted by an increased expression of hepcidin blocking the release of this metal from macrophages (23). In turn, fungal pathogens have developed strategies to overcome the low bioavailability of iron by expressing high-affinity iron uptake and scavenging proteins. For example, Candida albicans uses three uptake systems to acquire iron (28, 29): the reductive iron uptake by ferric reductases (encoded by *FRE*/*CFL* genes) for the reduction of Fe^3+^ to Fe^2+^, followed by the oxidation of ferrous iron by the ferroxidase Fet3, and lastly ferric iron import by the permease Ftr1. C. albicans further utilizes xenosiderophores for iron import via the siderophore transporter Sit1 (30, 31) and can scavenge hemoglobin or hemin from its host followed by the release of iron through the heme oxygenase Hmx1 (32).

Most of what we know about metabolism in fungal infections comes from studies of a few exemplar pathogens, such as C. albicans, Aspergillus fumigatus, and Cryptococcus neoformans. While it can be expected that some general principles will hold across fungal species, differences have been reported in their metabolic behaviors. For example, while both C. albicans and A. fumigatus induce aerobic glycolysis in macrophages, only C. albicans hijacks this to deplete glucose and kill macrophages (33, 34). It has also been shown that C. neoformans is less metabolically flexible than C. albicans following treatment with inhibitors of mitochondrial respiration (35). As a relatively new human pathogen, the metabolic requirements for growth and immune interactions of C. auris are largely unknown.

Here, we report that inducing metabolic dysfunction is a promising strategy against C. auris to repress fungal proliferation and enhance antifungal drug susceptibility. Our mechanistic studies showed that the anthelmintic drug pyrvinium pamoate (PP) inhibits growth of C. auris through multipronged metabolic repression, disrupting the ability of the pathogen to utilize both micro- and macronutrients. We discovered that PP enhances nutritional immunity and disrupts iron homeostasis in C. auris, which in turn causes wide-spread alteration of carbon and lipid metabolism, lower activity of the TCA cycle enzyme aconitase, and mitochondrial dysfunction. These effects are likely due to the requirement for iron-sulfur clusters and heme as cofactors for metabolic enzymes and the mitochondrial respiratory chain. Indeed, a highly expanded set of the siderophore acquisition genes in C. auris relative to that in C. albicans (36) suggested to us that its iron needs might be an Achilles heel, which our data fully support. PP inhibited the proliferation of C. auris in macrophages without majorly affecting the viability or metabolism of host cells at antifungal concentrations, showing its efficacy and selectivity in an immune infection system. Collectively, our findings explain the antifungal mechanism of action of PP and establish metabolism, mitochondria, and iron homeostasis as credible targets for the development of improved antifungal strategies against C. auris. We further shed light on the metabolic needs of C. auris for its extensive proliferation inside immune phagocytes and demonstrate how fungal metabolic plasticity could be inhibited pharmacologically to reduce pathogenic loads.

## RESULTS

### Pyrvinium pamoate inhibits growth of C. auris.

To identify compounds with new activities against C. auris, we determined the efficacy of pyrvinium pamoate (PP). PP is an oral FDA-approved drug for parasitic worm infections that is well tolerated in humans, albeit showing very little systemic absorption (37). We performed MIC assays as per CLSI guidelines, testing strains belonging to C. auris clades I to IV. All of the tested isolates were susceptible toward PP with an MIC of 3.1 μM (Fig. 1a and Table 1). Screens of the off-patent Prestwick Chemical library (which contains PP as one of the compounds) support our results of PP’s antifungal activity against C. auris (38–40). We did not observe interclade variability in susceptibility, hinting at a target not associated with genetic divergence between the clades. Similarly, we found little difference in the 50% inhibitory concentration (IC_50_) values between the tested isolates (Table 1).

**FIG 1:**
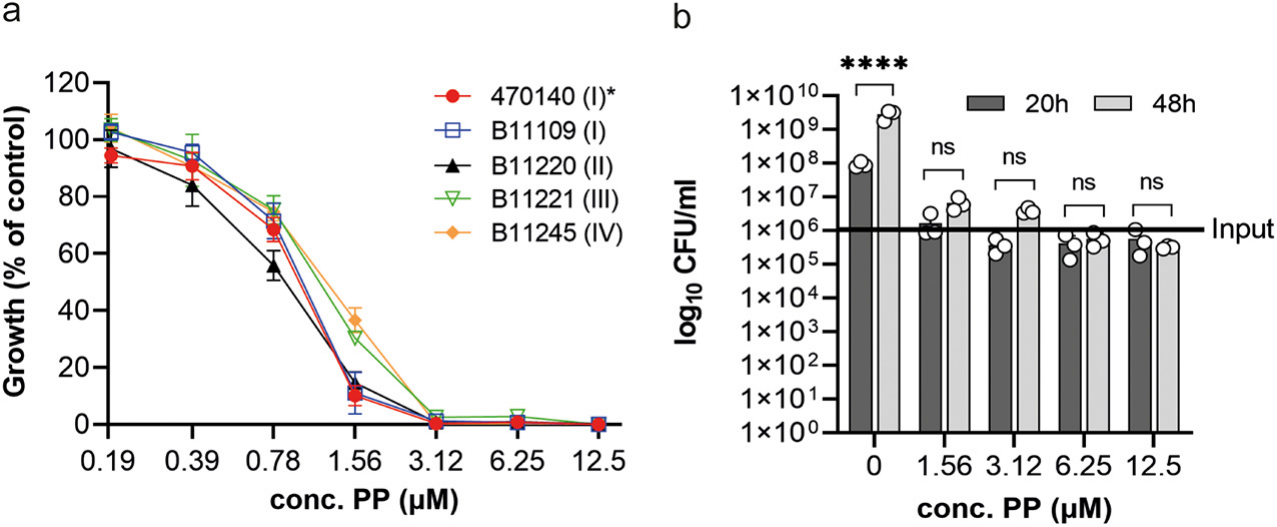
Pyrvinium pamoate inhibits the growth of C. auris. (a) C. auris isolates were grown in RPMI 1640 medium according to CLSI-M27 procedure, and cell density at 600 nm was measured after 20 h of growth at 37°C. The clades of the isolates are indicated in brackets. *, the C. auris isolate 470140 was used for all subsequent experiments. The data shown are the means ± standard error of mean (SEM; *n* = 4). (b) C. auris was inoculated at a cell density of 0.1 and treated with PP. After 20 h and 48 h of incubation at 37°C, cell cultures were diluted and aliquots were plated onto YPD plates. CFU were counted after 2 days of incubation at 30°C. Error bars indicate SEM (*n* = 3). Each 20-h time point was compared to its corresponding 48-h time point with a one-way analysis of variance (ANOVA) with Šídák’s multiple-comparison test (****, *P* < 0.0001).

**TABLE 1:** MIC and IC_50_ values of pyrvinium pamoate against C. auris isolates

Name	Clade	MIC (μM/μg/mL)	IC_50_ (μM/μg/mL)
470140	I	3.1/1.78	1.0/0.57
470121	I	3.1/1.78	1.1/0.63
B11098	I	3.1/1.78	1.4/0.81
B11109	I	3.1/1.78	1.0/0.57
B11203	I	3.1/1.78	1.6/0.92
B11205	I	3.1/1.78	0.9/0.52
B8441	I	3.1/1.78	1.4/0.81
B11220	II	3.1/1.78	0.9/0.52
B11221	III	3.1/1.78	1.1/0.63
B11222	III	3.1/1.78	1.1/0.63
B11244	IV	3.1/1.78	1.2/0.69
B11245	IV	3.1/1.78	1.2/0.69

Next, we investigated if PP inhibits cell growth (fungistatic) or kills C. auris cells (fungicidal) by performing minimal fungicidal concentration (MFC) experiments. C. auris cultures were grown in presence or absence of PP for 20 and 48 h, after which an aliquot of the cultures was removed, diluted, and plated onto yeast extract-peptone-dextrose (YPD) plates. After 2 days of incubation at 30°C, CFU were counted. We observed a 2-fold increase in cell number compared to the initial input of C. auris cells at the start of the assay for 1.56 μM PP (1/2× MIC) at 20 h, which increased to 6-fold at 48 h. Approximately 5 × 10^5^ cells were counted for 1× MIC, 2× MIC, and 4× MIC at 20 h, which is half the original input, with no further decrease in a concentration-dependent manner (Fig. 1b). The number of survivor cells did not significantly change at 48 h compared to their corresponding values at 20 h, suggesting a lack of a time-dependent fungicidal action. Since the MFC is defined as the concentration where growth of the initial inoculum is reduced by 99.9% (41, 42), none of the tested concentrations of PP at any time point had achieved the MFC, indicating that PP inhibits C. auris growth in a fungistatic but not fungicidal manner.

### Pyrvinium pamoate induces metabolic reprogramming in C. auris.

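The transcriptome was measured by PAT-seq, which sequences the 3′ ends of polyadenylated RNA into the poly(A) tail, so that reads mark the 3′ ends of transcripts and many also give the length of the tail. Cultures of the clinical isolate at a cell density of 0.1 were held at 37°C with 1 μM PP or with the solvent DMSO for 30 min, and 3 libraries were made of each. The sample labels give B8441, the strain of the genome assembly, as the strain background, while the paper and the growth protocol name another isolate. The authors removed the poly(A) sequence, mapped the reads to the B8441 assembly and counted reads on each gene and just downstrand of it. The deposited values are whole read counts per gene and library without normalization, the counts of reads with a tail, and the mean tail length per gene. The DMSO control libraries held 44727684, 34345169 and 26528318 counted reads in replicates 1 to 3 (median 34345169), and the PP libraries held 20674335, 31946371 and 31798968 (median 31798968). From these counts, genes with enough reads were kept by edgeR's filterByExpr, libraries were scaled by TMM factors, and PP was compared with DMSO by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 5336 genes tested. A gene was called differentially expressed at an adjusted p of at most 0.01 and an absolute log2 fold change of at least 1. Normalized counts are edgeR's CPM with TMM factors, and an adjusted p of a single gene comes from this test unless another fit or test is named. Gene names are those of Table S2, because the deposited files give only identifiers and functional descriptions. PAT-seq reads carry no molecular identifiers in the deposited values, so the counts are not counts of independent molecules.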

To gain insight into the mechanism of action of PP against C. auris, we performed transcriptome analysis and compared cultures with or without drug. To determine optimal conditions for this analysis, we performed a short-term treatment CFU assay. The addition of 5 μM PP at any time point revealed a reduction of viable cells between 60% to 80% (Fig. S1). While this seems to contradict previously described MFC results where cell numbers were reduced by only 50% at a similar concentration after 20 and 48 h, this phenomenon has been documented before (41, 43). For instance, cell counts of C. albicans treated with amphotericin B rapidly declined within 2 h of treatment but increased again 12 h after treatment, approaching near control values (42). Treatment of C. auris cultures with 2 μM PP showed a 50% reduction in colonies for all time points greater than 15 min. The addition of 1 μM PP for 30 min showed a reduction of growth without displaying much cytotoxicity, thereby reducing the risk of off-target or secondary transcriptional changes due to cell death (Fig. S1). Therefore, this treatment condition was chosen for the RNA-seq experiment. The RNA-seq data can be interactively viewed at https://degust.erc.monash.edu/degust/compare.html?code=3ca3c1202b154234cab0544358026de0#/ and has also been submitted to GEO under accession number GSE176354.

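Of the 5336 genes tested, 615 were called upregulated and 632 downregulated by PP. An adjusted p of at most 0.01 was reached by 2271 genes, so the requirement on fold change removed many of them. The numbers moved most under a test against an absolute log2 fold change of 1 (edgeR's glmTreat), which left 173 upregulated and 195 downregulated genes. Among the libraries left out in turn, the upregulated genes ranged from 453 without control replicate 2 to 728 without control replicate 3, and the downregulated genes from 484 without PP replicate 2 to 685 without control replicate 3. Of the genes called here, 1205 are listed in Table S2 and 42 are not, and 57 genes of that table with enough reads were not called. Over the 1262 genes of Table S2 that were tested, Pearson's r across genes between the log2 fold changes here and the paper's was 1.00.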

The response of C. auris to PP consisted of 634 down- and 631 upregulated genes (fold change [FC] of ≥2; *P* value of ≤0.01) (Fig. 2a) (Table S2). GO term enrichment analysis was performed with differentially expressed genes (DEGs; PANTHER GO enrichment analysis, Fisher test, Bonferroni correction, *P* value of ≤0.01). For the upregulated genes, 4 out of 11 of the GO enrichment terms in biological processes belong to carbohydrate metabolism (Fig. 2b). Molecular function GO terms include mainly metal binding or transport (Fig. 2b).

**FIG 2:**
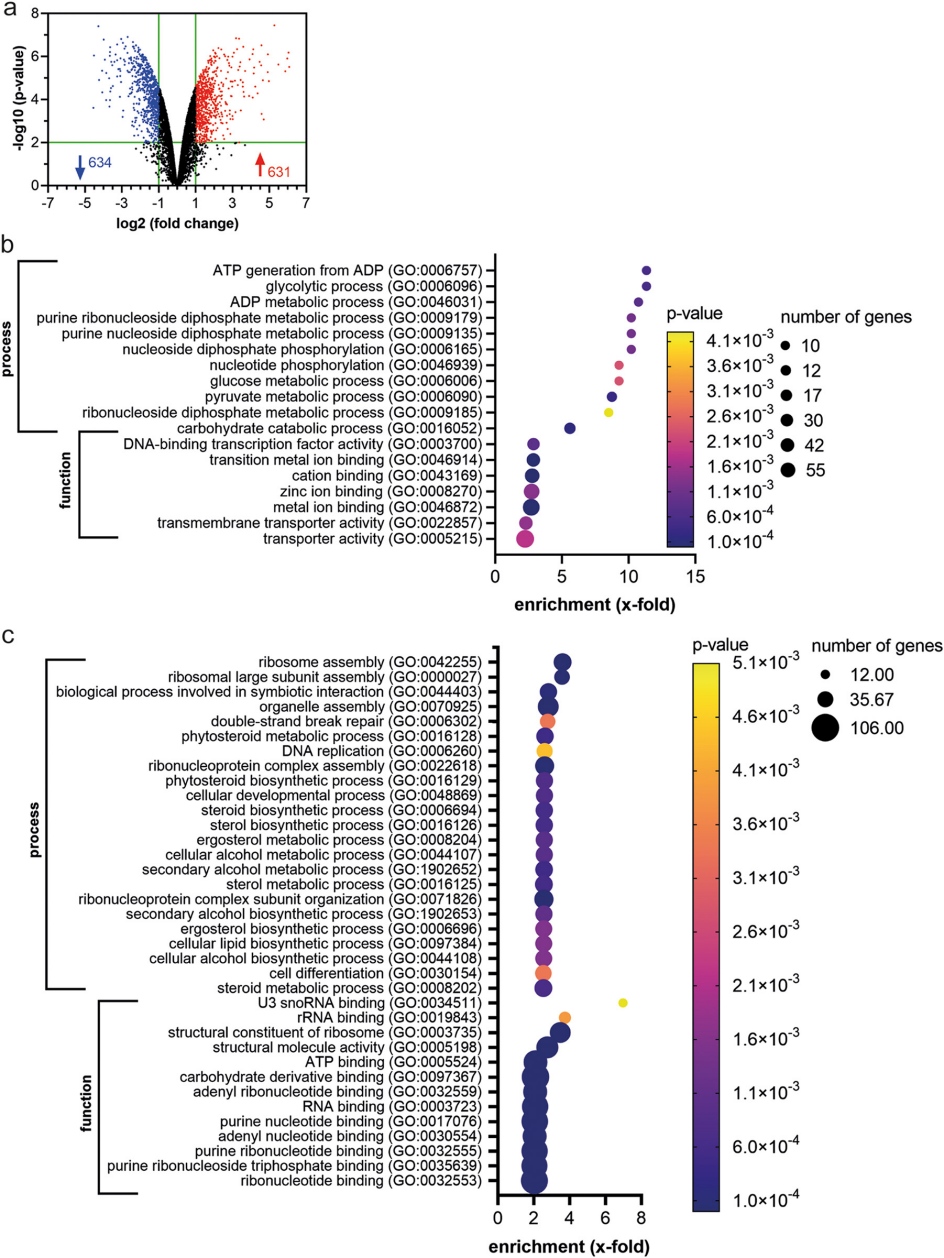
Pyrvinium pamoate induces metabolic reprogramming and downregulation of growth-related functions. (a) Volcano plot showing upregulated (red) and downregulated (blue) genes. Cutoff values are 2-fold up- or downregulated with a *P* value of ≤0.01. Top GO enrichment analysis (PANTHER analysis tool) of (b) upregulated genes and (c) downregulated genes for biological processes and molecular function.

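Lists of genes for ribosomes, ribosome biogenesis and DNA replication were taken from the deposited functional descriptions and tested as sets with cameraPR on the edgeR statistics, at a preset correlation between genes of 0.01 and with Benjamini-Hochberg adjustment over 7 lists. The 70 genes described as cytosolic ribosomal proteins had a median log2 fold change of -1.79 (adjusted p = 6.19e-15), and 69 of them were lower with PP. Of these, 62 were called downregulated and none upregulated. The description also takes in enzymes, ERG251 (B9J08_005230) and an oxoglutarate dehydrogenase (B9J08_002551), the one gene that was higher, and without 3 members, these 2 and an initiation factor (B9J08_000965), the median was -1.81 (adjusted p = 2.62e-15), with all 67 lower. The 117 ribosome biogenesis genes had a median of -1.09 (adjusted p = 2.48e-12), with 56 called down and 1 called up. Among the 59 genes whose descriptions name DNA replication the changes went both ways, with 24 called down and 8 called up around a median of -0.42 (adjusted p = 0.00427). Of these, 27 have the term only in origin binding, which also marks genes such as ubiquitin ligases. The other 32 did not pass, with 12 called down, 6 called up and a median of -0.30 (adjusted p = 0.138). The 27 left out, of which 12 were called down and 2 up, also held a gene described with single-stranded DNA helicase activity (B9J08_000087). The narrower list may therefore lack genes of replication. Both narrower lists were chosen after the values had been seen. Under fry, a set test that uses the correlation in the data, the adjusted p of the 3 full lists was 0.0094 for ribosomal proteins, 0.0247 for ribosome biogenesis and 2.83e-04 for DNA replication. Library size scaling moved the ribosome biogenesis median to -0.94, and the lists kept their direction with each library left out.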

Most of the downregulated DEGs associate with cell growth and division, including DNA replication and repair, as well as ribosome biogenesis and translation (Fig. 2c). This is consistent with PP inhibiting C. auris growth. Moreover, there was an enrichment in downregulated genes involved in sterol and ergosterol biosynthesis (Fig. 2c). 

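Over the 22 genes whose functional description places them in ergosterol synthesis, the median log2 fold change was -0.61 (cameraPR, adjusted p = 0.00392 over 7 lists, and 0.0094 under fry). Of the 22 genes, 17 were lower with PP and 5 were higher, and 6 were called down and 1 up. The gene described as sterol 14-demethylase (B9J08_001448), the activity of the azole target, did not change at a log2 fold change of 0.01 (adjusted p = 0.981). The list median stayed between -0.68 and -0.50 with 1 library left out.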

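All 9 genes drawn in Fig. S2a passed the thresholds, 8 of them downregulated and ERG7 upregulated, both when adjusted over all genes tested and when adjusted over the list alone, which is not independent evidence because the genes were chosen on these libraries. Normalized counts of ERG7 (B9J08_005007), described as lanosterol synthase, were 41.8 ± 2.69 (SD, n = 3) in PP-treated and 16.8 ± 1.69 (SD, n = 3) in control libraries, a log2 fold change of 1.31 (standard error 0.12, adjusted p = 1.61e-04). ERG2 (B9J08_004943) fell most of the 9 genes, from 224.5 ± 98.7 (SD, n = 3) to 42.6 ± 17.0 (SD, n = 3), a log2 fold change of -2.40 (standard error 0.43, adjusted p = 0.00268). It missed the threshold without control replicate 2 (-2.37, adjusted p = 0.0108) and without PP replicate 2 (-2.48, adjusted p = 0.0125). The first genes of the pathway, ERG10 (B9J08_003730) and ERG13 (B9J08_004500), had log2 fold changes of -1.91 (adjusted p = 7.96e-05) and -2.16 (adjusted p = 0.00108). IDI1 (B9J08_001421) changed by -1.79 (adjusted p = 5.03e-05) and ERG6 (B9J08_005340) by -1.91 (adjusted p = 5.56e-04). ERG9 (B9J08_004587) lay close to the fold change threshold at -1.02 (adjusted p = 3.51e-04), and fell short of it under library size scaling (-0.88) and without control replicate 1 (-0.94). ERG4 (B9J08_002852), at -1.16 (adjusted p = 0.00317), was not called without control replicate 1 (-0.96, adjusted p = 0.00738), control replicate 2 (-1.16, adjusted p = 0.0139), PP replicate 2 (-1.20, adjusted p = 0.014) or PP replicate 3 (-1.04, adjusted p = 0.0119).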

Detailed KEGG analysis confirmed that all but one gene in the ergosterol biosynthesis pathway showed reduced gene expression in response to PP (Fig. S2a).

The changes in ergosterol biosynthesis genes prompted us to test the effects of PP in combination with current antifungal drugs against C. auris. Fluconazole and amphotericin B exert their antifungal activity by inhibiting ergosterol biosynthesis or availability, while the echinocandin antifungal drug caspofungin targets cell wall biosynthesis by inhibiting 1,3-β glucan synthase. None of these three antifungal compounds showed synergistic interactions with pyrvinium pamoate (Fig. S2b to e). However, fluconazole and to a lesser degree caspofungin were additive with PP (Fig. S2b and c).

Collectively, the RNA-seq data indicate that PP causes large metabolic shifts in C. auris. Below, we further address the specific metabolic effects of PP on C. auris.

### Pyrvinium pamoate reduces TCA cycle activity and causes mitochondrial dysfunction.

A high number of genes involved in carbon metabolism were differentially expressed in the presence of PP (Fig. 2b). 

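Fig. 3a names 22 genes, of which 16 could be matched to an identifier through Table S2. Of these 16 genes, 13 were called upregulated and 2 downregulated, and the count was also 15 when adjusted over the list alone, which is not independent evidence for genes chosen on these libraries. The gluconeogenesis gene PCK1 (B9J08_002669) rose as well, with normalized counts of 167 ± 63.6 (SD, n = 3) in PP-treated and 20.7 ± 1.09 (SD, n = 3) in control libraries and a log2 fold change of 3.01 (adjusted p = 1.95e-04). Leaving out 1 library gave between 11 called genes (without control replicate 2) and 14 (without control replicate 3).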

To gain further insight, we mapped differentially expressed genes onto the KEGG database (https://www.genome.jp/kegg/). 

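Because ALD5, FBA1, PGI1, HXK2, LAT1 and PGM2 of Fig. 3a are not named in Table S2, glycolysis was also read from the functional descriptions, which give 14 genes. TDH3, whose description does not name an enzyme of the pathway, is not among them and is given with the fermentation genes. All 14 had a log2 fold change above 0 (median 1.14, cameraPR adjusted p = 1.73e-04 over 7 lists, 0.00259 under fry), and 8 of them were called upregulated. The phosphofructokinase genes PFK1 (B9J08_004309) and PFK2 (B9J08_004928) rose most of these, with log2 fold changes of 2.92 (adjusted p = 1.13e-04) and 2.97 (adjusted p = 9.30e-05). GPM2 (B9J08_003371) changed by 2.25 (adjusted p = 1.95e-04), PYK1 (B9J08_003632) by 1.84 (adjusted p = 5.29e-04) and TPI1 (B9J08_001875) by 1.43 (adjusted p = 0.0012). GPM1 (B9J08_004375) changed by 1.32 (adjusted p = 0.00203), and its adjusted p passed 0.01 without control replicate 1 (0.0108) and control replicate 2 (0.0106). ENO1 (B9J08_000274), at 1.22 (adjusted p = 0.0068), was not called without control replicate 1 (1.13, adjusted p = 0.0304), control replicate 2 (1.18, adjusted p = 0.0319), PP replicate 1 (1.29, adjusted p = 0.0194), PP replicate 2 (1.36, adjusted p = 0.0133) or PP replicate 3 (0.99, adjusted p = 0.0125). GLK1 (B9J08_005226), at 1.02 (adjusted p = 0.00477), was not called without control replicate 1 (0.94, adjusted p = 0.0187), control replicate 2 (0.90, adjusted p = 0.0233), PP replicate 1 (0.89, adjusted p = 0.018) or PP replicate 3 (1.04, adjusted p = 0.0128). PGK1 (B9J08_001860) did not pass at 1.07 (adjusted p = 0.0245), and passed with the replicate number as a block (1.01, adjusted p = 0.00197) and in DESeq2 (1.08, adjusted p = 0.00136). The genes described as glucose-6-phosphate isomerase (B9J08_000808, 0.88, adjusted p = 0.00786) and fructose-bisphosphate aldolase (B9J08_005239, 0.83, adjusted p = 0.00429) rose by less than the fold change threshold. B9J08_000808 reached it under library size scaling (1.01). B9J08_002566, described as fructokinase, glucokinase, hexokinase and mannokinase, also rose by less than the threshold (0.74, adjusted p = 0.0233). The legend of Fig. 3a uses a cutoff of 0.01 and names no fold change, and the isomerase and aldolase genes meet it on the adjusted p. Another gene described as hexokinase (B9J08_003836) and one described as glyceraldehyde-3-phosphate dehydrogenase (B9J08_001227) did not change, at 0.08 (adjusted p = 0.771) and 0.09 (adjusted p = 0.702). B9J08_003836 had a mean of 21.6 normalized counts in control libraries, against 830 for B9J08_002566. The sign for B9J08_003836 turned without control replicate 2 (-0.01), control replicate 3 (-0.03) or PP replicate 1 (-0.01). The gene described as phosphoglucomutase (B9J08_002477) changed by 0.69 (adjusted p = 0.00874), which also meets that cutoff.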

Notably, PP triggered the upregulation of all genes encoding enzymes in the glycolytic pathway, which convert glucose to pyruvate (Fig. 3a and b). 

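Normalized counts of PDC11 (B9J08_002231) were 12714 ± 830.4 (SD, n = 3) in PP-treated and 224 ± 114 (SD, n = 3) in control libraries, a log2 fold change of 5.83 (standard error 0.45, adjusted p = 8.96e-05). With 1 library left out, the change stayed between 5.55 and 6.32. ADH1 (B9J08_004331) had 10591 ± 2531 (SD, n = 3) in PP-treated and 265 ± 166 (SD, n = 3) in control libraries, a log2 fold change of 5.32 (standard error 0.53, adjusted p = 2.19e-04). PDC11 and ADH1 were among the 5 upregulated genes with the largest changes. ADH5 (B9J08_001171), a far less abundant transcript, had 84.7 ± 45.9 (SD, n = 3) in PP-treated and 4.1 ± 3.16 (SD, n = 3) in control libraries, a log2 fold change of 4.39 (standard error 0.63, adjusted p = 0.00104). TDH3 (B9J08_003306), a glycolysis gene of the same figure, changed by 3.88 (standard error 0.66, adjusted p = 0.00206), and its control libraries differed widely, at 551, 461 and 2118 normalized counts.

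**Figure D1:**
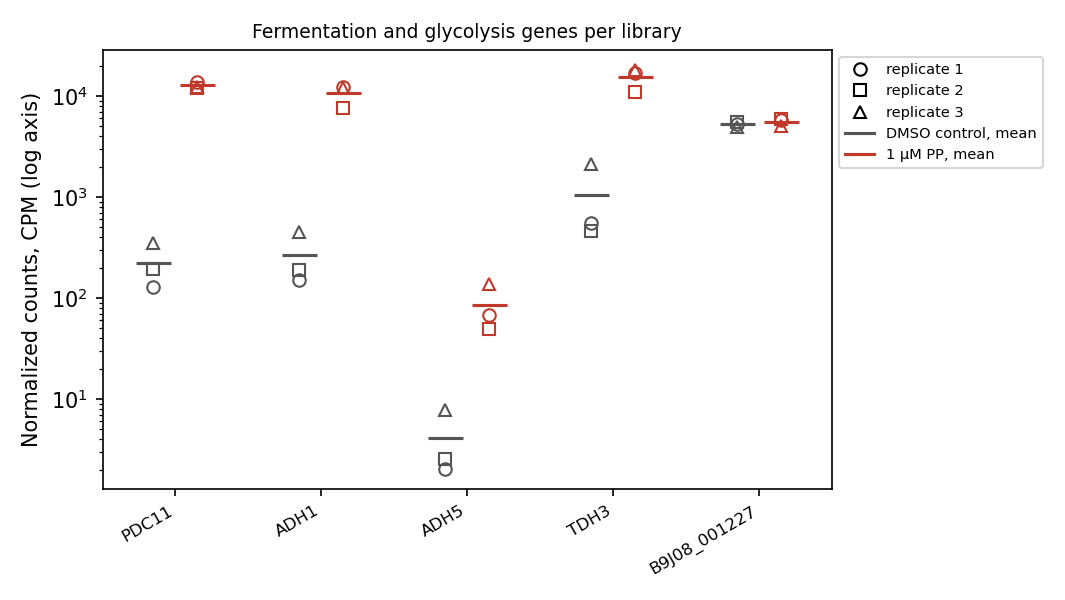
Normalized counts (CPM, log axis) of PDC11, ADH1, ADH5, TDH3 and B9J08_001227 in each library. Grey symbols are DMSO control libraries, red symbols are libraries treated with 1 μM PP, symbol shapes mark the replicate number, and bars are group means. The PP libraries lie above all control libraries for the first 4 genes and overlap them for B9J08_001227.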

The alcohol dehydrogenases *ADH1* and *ADH5*, whose gene products catalyze the fermentation of pyruvate to ethanol, were also upregulated, as was the homolog of pyruvate decarboxylase *PDC11* that converts pyruvate to acetaldehyde (Fig. 3a and b). In contrast, the pyruvate dehydrogenase genes *PDA1* and *LAT1* were downregulated (Fig. 3a and b). 

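PDA1 and LAT1 are not named in Table S2 or in the deposited files, so pyruvate dehydrogenase genes were read from the functional descriptions. Of 3 genes whose descriptions name pyruvate dehydrogenase, none was called. B9J08_003785 changed by -0.41 (standard error 0.17, adjusted p = 0.0722) and B9J08_005207 by -0.07 (standard error 0.20, adjusted p = 0.793). For B9J08_005207 the sign turned under library size scaling (0.07) and without PP replicate 3 (0.08). B9J08_004737, also described as a dihydrolipoyllysine-residue acetyltransferase, had normalized counts of 440.5 ± 45.4 (SD, n = 3) in PP-treated and 669 ± 63.4 (SD, n = 3) in control libraries, a log2 fold change of -0.60 (standard error 0.14, adjusted p = 0.00842), which is under the fold change threshold used here but meets the cutoff of 0.01 in the legend of Fig. 3a.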

The downregulation of pyruvate dehydrogenase expression indicates that PP may inhibit the conversion of pyruvate into acetyl coenzyme A (acetyl-CoA) for entry into the TCA cycle. 

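Normalized counts of ACS2 (B9J08_003365) were 294 ± 89.6 (SD, n = 3) in PP-treated and 781 ± 123 (SD, n = 3) in control libraries, a log2 fold change of -1.41 (standard error 0.24, adjusted p = 0.00205). Its adjusted p passed 0.01 without control replicate 2 (0.0104) and without PP replicate 2 (0.0127). The other gene called downregulated among the 16 matched genes of Fig. 3a, ALD4 (B9J08_001968), changed by -1.04 (standard error 0.12, adjusted p = 3.94e-04) and lay just under the fold change threshold under library size scaling (-0.91), in reads with a tail (-0.96), without PP replicate 3 (-0.96) and, by less than 0.01, without control replicate 3.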

The gene of acetyl-CoA synthase Acs2, which catalyzes the formation of acetyl-CoA from acetate, was also downregulated (Fig. 3a and b). 

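From the rise of the glycolysis and fermentation genes and the fall of the genes that lead to acetyl-CoA, the paper proposes that PP could inhibit the TCA cycle and that glycolysis and fermentation rise in compensation.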

In summary, our data suggest that PP could act as an inhibitor of the TCA cycle, with a compensatory upregulation of glycolysis and fermentation of pyruvate to ethanol.

**FIG 3:**
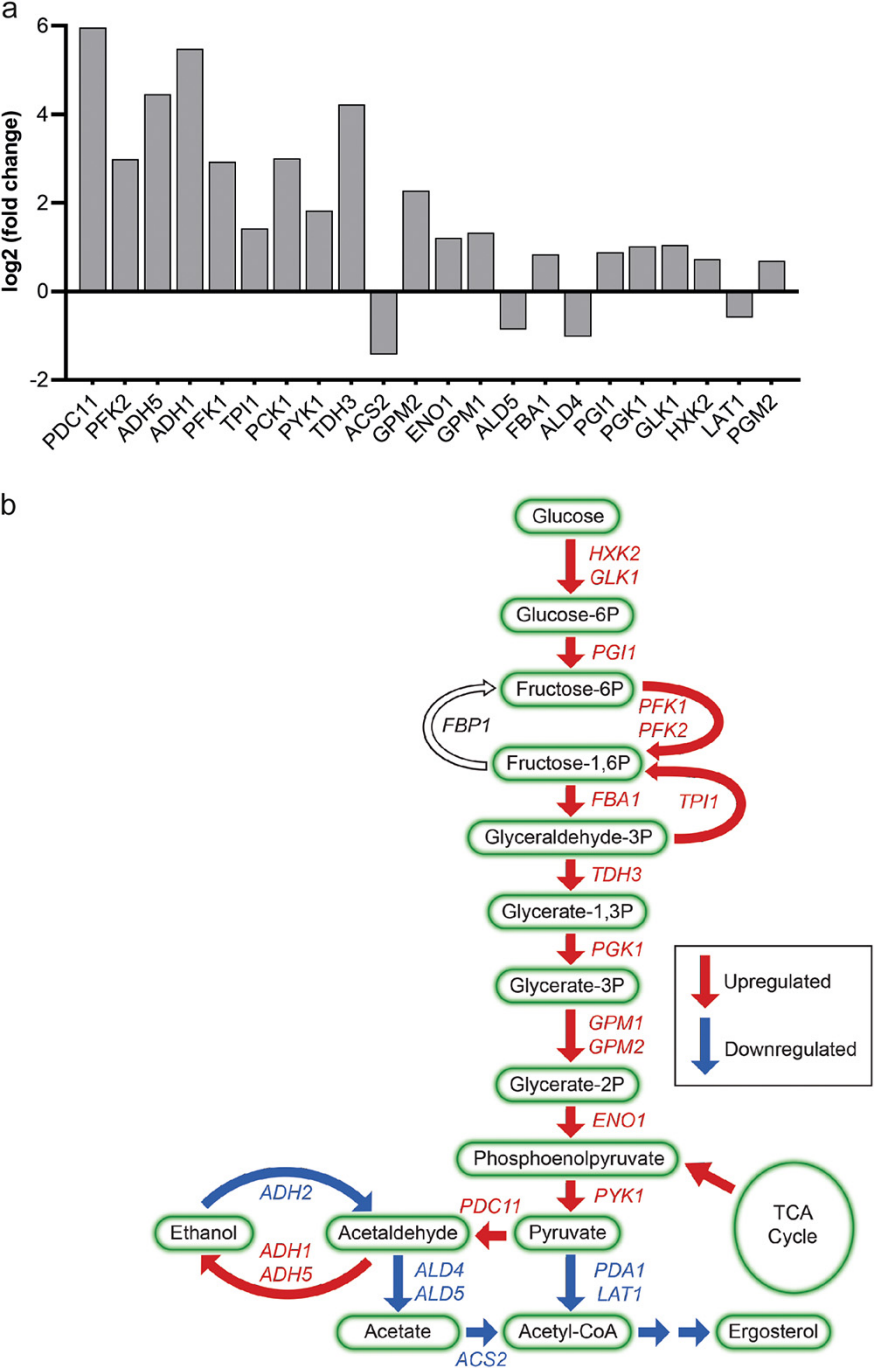
The effects of pyrvinium pamoate on central carbon metabolism. (a) Differentially expressed genes in the glycolysis/gluconeogenesis KEGG pathway. Significantly changed genes with decreasing *P* values left to right (cutoff ≤ 0.01) are presented. The nomenclature of C. auris genes is based on the closest C. albicans homologue. (b) Schemata of carbon metabolism and its links with ergosterol biosynthesis. The arrow indicates the direction of the enzymatic reaction. Upregulated genes are depicted in red and downregulated genes are depicted in blue.

To test this hypothesis, we measured the activity of aconitase, the mitochondrial TCA cycle enzyme catalyzing the conversion of citrate to isocitrate. We found a significant downregulation of aconitase activity for all PP concentrations tested (Fig. 4a). Enzyme activity was reduced by 60% compared to control cultures in the presence of 1.56 μM and 3.125 μM PP. A further statistically significant reduction could not be achieved by increasing the PP concentration to 6.25 μM, suggesting a threshold aconitase activity level at which fungal cells are still viable. Indeed, our attempts to obtain sufficient cell material to measure aconitase activity at 12.5 μM PP were unsuccessful, suggesting that cells were inviable at this concentration of PP.

**FIG 4:**
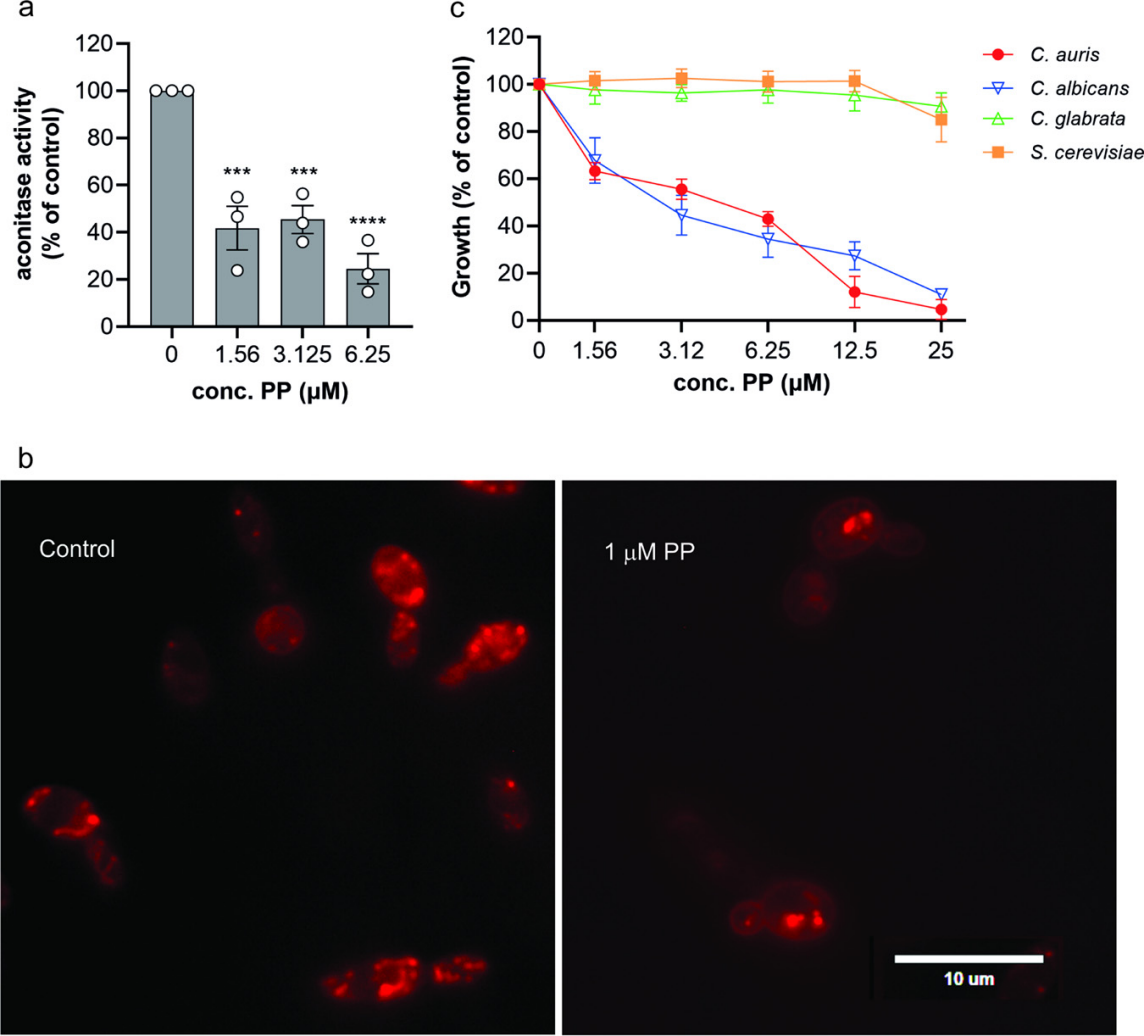
Pyrvinium pamoate inhibits the TCA cycle and induces mitochondrial dysfunction. (a) C. auris cell suspension was adjusted to a cell density of 0.1 and incubated with indicated concentrations of PP. After 20 h of growth at 37°C, cells were harvested and lysed. Aconitase activity was measured and correlated with total protein concentration of the lysate. Error bars indicate SEM with *n* = 3 biological replicates. Each treatment group was compared to control with a one-way ANOVA with Dunnett’s multiple-comparison test (***, *P* ≤ 0.001; ****, *P* < 0.0001). (b) C. auris cells suspension was adjusted to a cell density of 0.1 and incubated without or with 1 μM PP for 6 h at 37°C. Cells were stained with MitoTracker Red CMXRos, and mitochondria were imaged with an Olympus BX60 microscope at ×40 magnification using the DsRed fluorescence channel. The images have been enlarged and cropped. The scale bar has been calibrated accordingly and added manually to the image. The uncropped and unprocessed images are shown in Fig. S7. (c) C. auris (470140), C. glabrata (ATCC 2001), C. albicans (SC5314), and S. cerevisiae (W303) were grown in YNB medium at 30°C according to a modified CLSI-M27 procedure, and cell density at 600 nm was measured after 20 h of growth. The data shown are the means ± SEM (*n* = 4).

To further address the effects of PP on mitochondria and cellular respiration, we stained C. auris mitochondria with MitoTracker Red. The fluorescence of MitoTracker Red depends on intact mitochondrial membrane potential. In response to PP treatment, MitoTracker staining was reduced (Fig. 4b). In untreated controls, mitochondria stained throughout the cell with characteristic morphology (Fig. 4b). PP treatment caused mitochondrial staining to become localized into a few punctate structures (Fig. 4b). These changes are consistent with PP disrupting both mitochondrial morphology and membrane potential.

To explore the hypothesis that PP inhibits C. auris by targeting mitochondria, we tested other fungal species with different abilities to tolerate loss of mitochondrial respiration. C. albicans is a so-called “petite-negative” yeast, i.e., it does not tolerate loss of mitochondrial DNA and respiration. Candida glabrata and Saccharomyces cerevisiae are “petite-positive,” meaning they can grow in the absence of mitochondrial DNA and respiration (44, 45). Due to poor growth of S. cerevisiae in RPMI and at 37°C, this experiment was carried out in yeast nitrogen base (YNB) and at 30°C. The petite-positive yeasts C. glabrata and S. cerevisiae were resistant to PP compared to the petite-negative C. albicans (Fig. 4c). No MIC could be observed for C. glabrata and S. cerevisiae for all concentrations of PP tested. Please note that a general shift in susceptibility has occurred due to the change of the assay medium and temperature. The iron content of different media had been measured previously and showed 0.09 μM, 1.82 μM, and 9.25 μM for RPMI, YNB, and YPD, respectively (Claudia Simm, unpublished data), which is in accordance with published results (46). Given that iron can partially rescue fungal growth in PP-treated cultures (Fig. 5 and 6), it can be speculated that the 20-fold excess of iron in YNB compared to that in RPMI medium may account for the difference in the MIC. Our data show that PP is strongly inhibitory for those yeast species that cannot tolerate loss of mitochondrial respiration, while petite-positive yeast grow in the presence of PP. The petite nature of C. auris has not yet been investigated, but its susceptibility to PP and the close phylogenetic distance to C. albicans suggest that it, too, is a petite-negative yeast.

**FIG 5:**
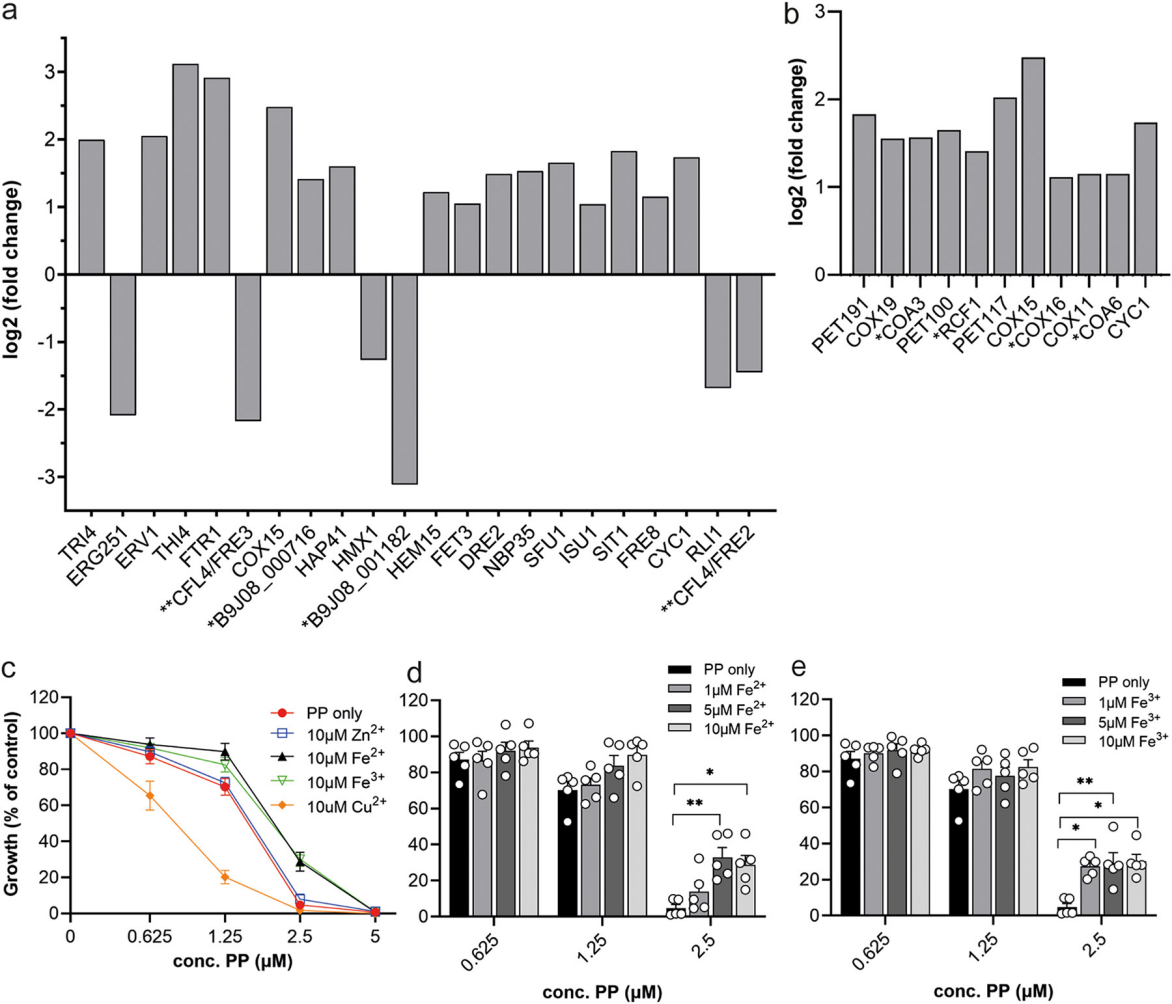
Pyrvinium pamoate impairs iron homeostasis in C. auris. (a) Differentially expressed genes in the iron-binding and transport KEGG pathway. Significantly changed genes with decreasing *P* values left to right (cutoff ≤ 0.05) are presented. Gene nomenclature is based on the closest C. albicans homologue. *, genes have no orthologs in other *Candida* species. **, genes annotated to the same C. albicans but different S. cerevisiae ortholog. (b) Differentially expressed genes in the cytochrome c oxidase catalytic or assembly process. Significantly changed genes with decreasing *P* values left to right (cutoff ≤ 0.05) are presented. Gene nomenclature is based on the closest C. albicans or *S. cerevisiae homologue. (c to e) Iron addition improves growth of C. auris treated with PP. C. auris was grown in RPMI 1640 medium supplemented with metals as indicated: (c) 10 μM zinc, iron, or copper, (d) ferrous iron at the indicated concentrations, or (e) ferric iron at the indicated concentrations. MIC assays were prepared according to CLSI-M27 procedure. Cell density at 600 nm was measured after 20 h of growth at 37°C. The experiments presented in panels c to e with the different metals were performed together but are presented here in separate graphs for clarity. The same data sets for control and 10 μM iron are shown in multiple plots. The data shown are the means ± SEM (*n* = 3 to 5). Each metal treatment group was compared to its corresponding PP only sample with a one-way ANOVA with Tukey’s multiple-comparison test (*, *P* ≤ 0.05; **, *P* ≤ 0.01).

**FIG 6:**
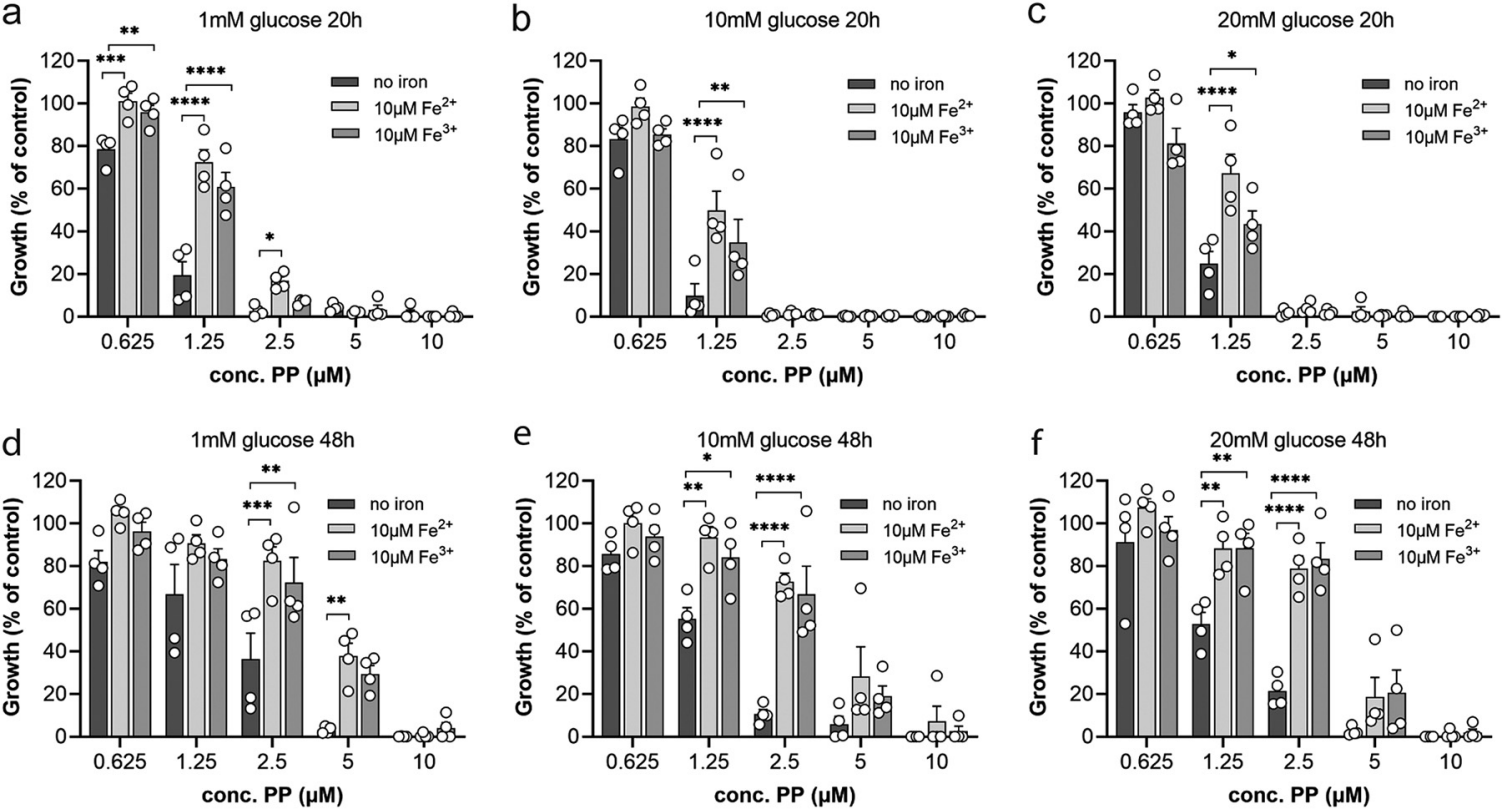
The iron rescue effect is enhanced with time but is little influenced by glucose concentration. C. auris was grown in RPMI 1640 with final concentrations of (a and d) 1 mM, (b and e) 10 mM, or (c and f) 20 mM glucose in absence or presence of 10 μM ferrous or ferric iron. All assays were prepared according to CLSI-M27 procedure. Cell density at 600 nm was measured after (a to c) 20 h and (d to f) 48 h of growth at 37°C. Error bars indicate SEM with *n* = 4 biological replicates. Each treatment group was compared to no-iron controls with a one-way ANOVA with Šídák’s multiple-comparison test (*, *P* ≤ 0.05; **, *P* ≤ 0.01; ***, *P* ≤ 0.001; ****, *P* < 0.0001).

We further explored whether the availability of glucose affects fungal susceptibility to PP, as in mammalian cell lines, the efficacy of PP is exacerbated under glucose starvation (47). However, this was not the case for C. auris (Fig. S3). Neither the concentration of glucose supplemented in the medium nor a switch to mannose altered the susceptibility of C. auris toward PP (Fig. S3a). While growth of C. auris without glucose in the medium was strongly reduced (Fig. S3b), PP did not further exert its activity compared to glucose-supplemented media.

Next, we wanted to test if mitochondrial dysfunction caused by PP could be rescued by ATP supplementation in the medium. ATP did not rescue the growth of PP-treated C. auris at any of the concentrations that we tested, at either 20 h or at 48 h, when a lack of energy supply might be more prevalent (Fig. S4).

### Pyrvinium pamoate interferes with iron homeostasis and iron-dependent metabolism in C. auris.

Our RNA-seq analysis showed that, in addition to metabolic reprogramming, a major effect of PP was on the expression of genes related to metal ion binding and transport (Fig. 2b). 

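Lists of iron-related genes were taken from the functional descriptions after values had been seen. The 18 genes described as binding iron-sulfur clusters had a median log2 fold change of 0.67 (cameraPR, unadjusted p = 0.00624). Of these, 14 were higher and 4 lower with PP, and 4 were called upregulated. The genes described as aconitate hydratase (B9J08_004914) and as iron ion binding in translation (B9J08_000705) lack that term and are not in the list. The 11 genes described in iron uptake went both ways (median -0.06, mean 0.14, cameraPR, unadjusted p = 1). Of these, 2 were called up and 1 called down. This list is partial: the SIT1-named genes, FRE8 and CFL4 as B9J08_004886 are not described in iron uptake and are not in it. Without control replicate 3, the median of the iron-sulfur list was 0.46.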

Mitochondrial metabolism, respiration, and ergosterol biosynthesis, which were affected by PP as shown above, all depend on iron availability for the synthesis of heme and/or iron-sulfur clusters. For example, the PP-inhibited TCA cycle enzyme aconitase (Fig. 4a) contains an iron-sulfur cluster.

To further understand the effect of PP on iron metabolism in C. auris, we performed a detailed KEGG analysis of iron-binding and transport genes identified in our RNA-seq data. Many genes in these categories were upregulated by PP, with the highest increase seen for genes encoding the iron-binding thiamine enzyme Thi4 and the high-affinity iron permease Ftr1 (Fig. 5a). 

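Fig. 5a names 22 genes, of which 20 could be matched to an identifier. Of these 20 genes, 9 were called upregulated and 4 downregulated over all genes tested, and 15 passed in all when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. With 1 library left out, between 10 (without control replicate 2) and 16 (without control replicate 3) were called. The replicate number as a block gave 19 called genes (14 up and 5 down), DESeq2 17, library size scaling 15 and limma-voom 13. The legend of Fig. 5 uses a threshold of 0.05, and 19 of the 20 genes had an adjusted p of at most 0.05, 18 of them with an absolute log2 fold change of at least 1. THI4 (B9J08_003099) had normalized counts of 217 ± 57.5 (SD, n = 3) in PP-treated and 24.9 ± 8.48 (SD, n = 3) in control libraries, the largest increase of the matched genes, with a log2 fold change of 3.12 (standard error 0.30, adjusted p = 2.10e-04). FTR1 (B9J08_003002) came next at 2.93 (standard error 0.57, adjusted p = 0.00391), from 23.7 ± 14.6 (SD, n = 3) in PP-treated and 3.18 ± 2 (SD, n = 3) in control libraries. It was not called without control replicate 1 (2.60, adjusted p = 0.016) or control replicate 2 (2.78, adjusted p = 0.0204). HAP41 (B9J08_005579), described as a DNA-binding protein, changed by 1.61 (adjusted p = 7.25e-04). SFU1 (B9J08_000341) was not called at 1.50 (adjusted p = 0.0158), and passed with the replicate number as a block (1.65, adjusted p = 0.00316), in DESeq2 (1.51, adjusted p = 2.43e-04), under library size scaling (1.66, adjusted p = 0.00812) and without control replicate 3 (1.16, adjusted p = 6.51e-04).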

Iron import by Ftr1 is dependent on the ferric reductase Fre8 and the multicopper ferroxidase Fet3. Both *FTR1* and *FET3* were upregulated by PP. 

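The gene that Fig. 5a gives as FET3 is named FET31 in Table S2 (B9J08_000517). Its normalized counts were 3656 ± 587 (SD, n = 3) in PP-treated and 1825 ± 563 (SD, n = 3) in control libraries, a log2 fold change of 1.00 (standard error 0.27), and it did not pass at an adjusted p of 0.014. It passed with the replicate number as a block (1.04, adjusted p = 9.66e-04), in DESeq2 (1.01, adjusted p = 1.99e-04) and without control replicate 3 (1.29, adjusted p = 0.00191). FRE8 (B9J08_004052) changed by 1.05 (standard error 0.31, adjusted p = 0.0217), and passed in DESeq2 (1.05, adjusted p = 0.00264) and without control replicate 3 (1.57, adjusted p = 4.34e-05). All PP libraries lay above all control libraries for both genes.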

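Table S2 gives the name SIT1 to 4 genes, and they did not move in 1 direction. B9J08_001948 was called upregulated, with normalized counts of 19 ± 2.88 (SD, n = 3) in PP-treated and 8.01 ± 2.45 (SD, n = 3) in control libraries and a log2 fold change of 1.25 (standard error 0.23, adjusted p = 0.00303). It was not called without control replicate 1 (1.15, adjusted p = 0.0111), control replicate 2 (1.11, adjusted p = 0.014) or PP replicate 2 (1.12, adjusted p = 0.0144). B9J08_001499 rose from 0.901 to 3.37 normalized counts, a log2 fold change of 1.94 (standard error 0.60) that did not pass (adjusted p = 0.0254) except with the replicate number as a block (1.77, adjusted p = 0.00771) and in DESeq2 (1.92, adjusted p = 0.00205). The more abundant B9J08_001487 fell by 1.58 on the log2 scale (adjusted p = 0.0102) and was called down with the block (-1.41, adjusted p = 0.00699), in DESeq2 (-1.57, adjusted p = 8.71e-05), in limma-voom (-1.46, adjusted p = 0.00969) and without control replicate 1 (-1.85, adjusted p = 0.00576). Without control replicate 3 its change was smaller and short of the fold change threshold (-0.93, adjusted p = 6.44e-04). B9J08_003921 changed by -1.35 (adjusted p = 0.119), with PP and control libraries overlapping, and was called down with the block (-1.12, adjusted p = 0.00425). Its fall depended on control replicate 3, without which the change was -0.23 (adjusted p = 0.631).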

The siderophore-mediated iron uptake transporter *SIT1* was also induced under PP treatment.

Notably, three genes (*CYC1*, *COX15*, and *TRI4*) encoding iron- and/or heme-binding proteins within the mitochondrial electron transport chain were upregulated by PP. 

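COX15 (B9J08_001863) had normalized counts of 460.3 ± 18.8 (SD, n = 3) in PP-treated and 86.3 ± 28.7 (SD, n = 3) in control libraries, a log2 fold change of 2.41 (standard error 0.26, adjusted p = 2.81e-04). The name is that of Table S2, while the deposited description gives iron-sulfur cluster binding and electron transfer and does not name heme a synthase. TRI4 (B9J08_001364) changed by 1.97 (standard error 0.63) and did not pass (adjusted p = 0.0294). It passed with the replicate number as a block (1.99, adjusted p = 1.24e-04) and without control replicate 3 (2.79, adjusted p = 0.00214). CYC1 is not named in Table S2 or in the deposited files. The gene whose description is closest to cytochrome c (B9J08_003804) changed by 1.24 (standard error 0.73, adjusted p = 0.18), by 0.76 without control replicate 3, and by 1.68 with the replicate number as a block (adjusted p = 0.0288), which meets the 0.05 of the legend of Fig. 5 but not the threshold used here.

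**Figure D2:**
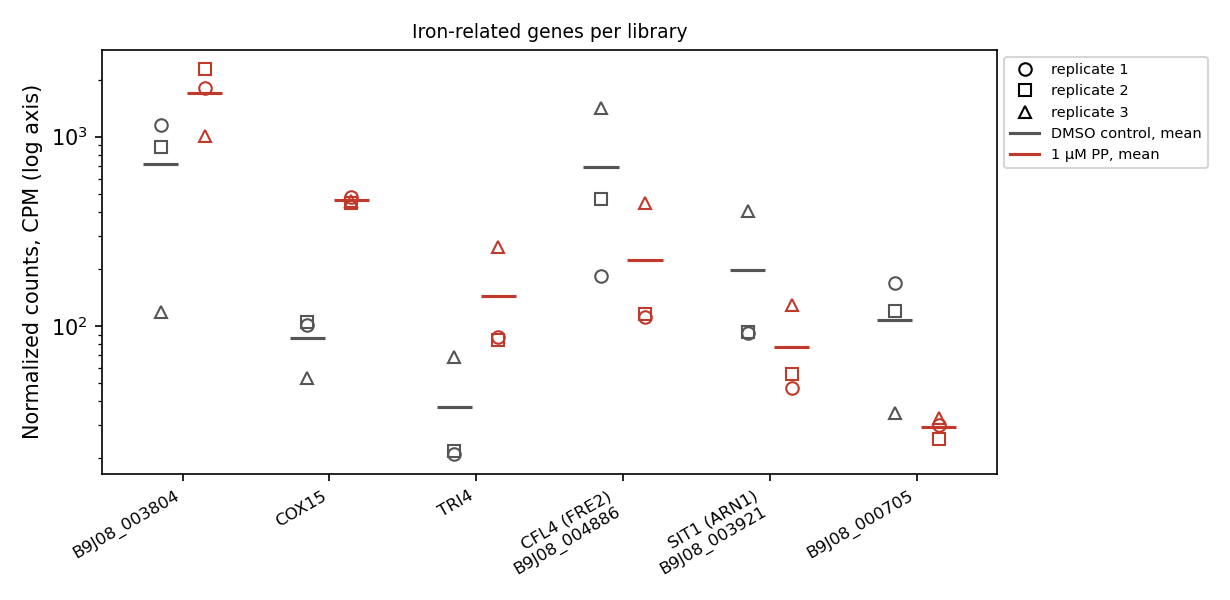
Normalized counts (CPM, log axis) of 6 iron-related genes in each library. Grey symbols are DMSO control libraries, red symbols are libraries treated with 1 μM PP, symbol shapes mark the replicate number, and bars are group means. Control replicate 3 (grey triangle) is the highest or the lowest of the 3 controls for each of these genes.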

*TRI4* encodes a cytochrome P450 protein with a heme-iron center facilitating electron transport. *COX15* encodes the heme a synthase for cytochrome c oxidase, while *CYC1* encodes cytochrome c_1_, which transfers electrons to cytochrome c oxidase. Consistently, several genes encoding cytochrome c oxidase (complex IV) subunits and assembly factors were upregulated by PP treatment (Fig. 5b), suggesting a compensatory mechanism responding to reduced complex IV activity. Moreover, the S. cerevisiae ortholog of essential for respiration and viability (*ERV1*) gene, which has functions in mitochondrial import and iron homeostasis, was one of the induced genes. 

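The 10 genes of Fig. 5b that could be matched were all called upregulated, also by DESeq2 and limma-voom, under each scaling and count filter, with the block, in reads with a tail and with each library left out, with log2 fold changes between 1.10 for COX16 (B9J08_001264, adjusted p = 2.18e-04) and 2.41 for COX15. PET117 (B9J08_003389) changed by 2.01 (standard error 0.15, adjusted p = 8.81e-05) and PET191 (B9J08_002862) by 1.81 (standard error 0.16, adjusted p = 1.50e-04). The descriptions of these genes place them mostly in assembly, but that of COX15 (B9J08_001863) does not, and it is in the iron-sulfur list instead. Over the 19 genes described in cytochrome c oxidase assembly, a list made after values had been seen, the median log2 fold change was 1.10 (cameraPR, unadjusted p = 1.62e-07), with 10 called upregulated. The 7 genes described as having cytochrome c oxidase activity, the subunits, had a median of -0.11 (cameraPR, adjusted p = 0.983 over 7 lists), and none was called by edgeR (2 had an unadjusted p under 0.05), DESeq2 or limma-voom. Their mean was 0.00 and the direction under fry was up. The sign of the median was not stable, with a median of 0.05 under library size scaling, 0.12 without control replicate 2 and 0.05 without PP replicate 3. RCF1 is the name of 2 genes in Table S2. B9J08_000665, described in cytochrome c oxidase assembly, rose by 1.40 (adjusted p = 8.51e-05), and B9J08_000880, described as a DNA clamp loader, changed by -1.06 (adjusted p = 3.34e-04), short of the threshold under library size scaling (-0.92) and without PP replicate 3 (-0.97).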

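ERV1 (B9J08_000344) had normalized counts of 140.4 ± 23.3 (SD, n = 3) in PP-treated and 34.1 ± 3.13 (SD, n = 3) in control libraries, a log2 fold change of 2.04 (standard error 0.15, adjusted p = 8.60e-05), and between 1.95 and 2.17 with 1 library left out.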

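B9J08_000716, described as having a predicted ferrous iron binding domain, had normalized counts of 72.6 ± 11.9 (SD, n = 3) in PP-treated and 27.3 ± 0.814 (SD, n = 3) in control libraries. Its log2 fold change was 1.41 (standard error 0.13, adjusted p = 1.95e-04).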

Increased induction was seen for the gene product of the ORF B9J08_000716. While not characterized in any closely related fungal species, it is assumed to have iron-binding capacity and a function in electron transport. A further four genes (*ISU1*, *NBP35*, *HEM15*, and *DRE2*) encoding proteins with a role in either iron-sulfur cluster assembly or heme biosynthesis showed significant transcriptional upregulation upon PP treatment (Fig. 5a).

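NBP35 (B9J08_004610) rose by 1.51 on the log2 scale (standard error 0.18, adjusted p = 4.47e-04), from a low level of 4.91 to 14 normalized counts, and HEM15 (B9J08_001143) by 1.19 (standard error 0.16, adjusted p = 7.58e-04). DRE2 (B9J08_004088) rose by 1.40 (standard error 0.32, adjusted p = 0.00748), and was not called without control replicate 1 (1.56, adjusted p = 0.0161), control replicate 2 (1.59, adjusted p = 0.0156), PP replicate 1 (1.28, adjusted p = 0.0265), PP replicate 2 (1.37, adjusted p = 0.0259) or PP replicate 3 (1.54, adjusted p = 0.012). ISU1 (B9J08_005097) was not called, at 0.97 (standard error 0.25, adjusted p = 0.0131). It passed with the replicate number as a block (1.03, adjusted p = 0.00556) and under library size scaling (1.12, adjusted p = 0.00292).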

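Table S2 gives the name CFL4 to 2 genes of Fig. 5a. B9J08_000418, described as a ferric-chelate reductase, fell from 19.1 ± 3.7 to 4.16 ± 0.47 normalized counts (SD, n = 3 each), a log2 fold change of -2.21 (standard error 0.19, adjusted p = 1.39e-04). B9J08_004886, described as an oxidoreductase, changed by -1.62 (standard error 0.83, adjusted p = 0.13) with overlapping groups, and was called down with the replicate number as a block (-1.47, adjusted p = 0.00549). With 1 library left out, its change ranged from -2.60 to -0.51.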

*CFL4*, the ortholog of the S. cerevisiae ferric reductases *FRE2* and *FRE3* involved in the reductive iron uptake system, was among the downregulated genes. The biggest downregulation was seen for B9J08_001182 with a predicted function in heme/iron or oxygen binding. 

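B9J08_001182 had normalized counts of 3.79 ± 1.83 (SD, n = 3) in PP-treated and 34.2 ± 9.75 (SD, n = 3) in control libraries, a log2 fold change of -3.16 (standard error 0.37, adjusted p = 4.01e-04), the largest fall among the matched genes of Fig. 5a. It stayed between -3.63 and -2.94 with 1 library left out.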

The previously discussed pathways affected by PP, ergosterol biosynthesis, and translation also contain iron-binding proteins. 

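Normalized counts of ERG251 (B9J08_005230), described as having a predicted iron ion binding domain, were 686 ± 181 (SD, n = 3) in PP-treated and 2954 ± 835 (SD, n = 3) in control libraries. The log2 fold change was -2.11 (standard error 0.30, adjusted p = 0.00104). RLI1 is not named in Table S2 or in the deposited files. A gene described as iron ion binding with a role in ribosome disassembly and translation (B9J08_000705) had 29.3 ± 3.65 (SD, n = 3) in PP-treated and 107 ± 67.3 (SD, n = 3) in control libraries. Its log2 fold change of -1.87 (standard error 0.50) did not pass (adjusted p = 0.015), and it was called down in DESeq2 (-1.86, adjusted p = 1.25e-04) and without control replicate 3 (-2.27, adjusted p = 3.86e-05).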

PP caused the downregulation of *ERG251* (an iron-binding oxidoreductase involved in ergosterol biosynthesis) and *RLI1* (an iron-sulfur-containing regulator of translation). 

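HMX1 (B9J08_004152), described as a heme oxygenase, had normalized counts of 63.9 ± 13.8 (SD, n = 3) in PP-treated and 156 ± 49.4 (SD, n = 3) in control libraries, a log2 fold change of -1.29 (standard error 0.25, adjusted p = 0.00353). It was not called without control replicate 2 (-1.38, adjusted p = 0.0101), control replicate 3 (-0.98, adjusted p = 0.00199), PP replicate 1 (-1.25, adjusted p = 0.0165) or PP replicate 2 (-1.16, adjusted p = 0.0172).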

Lastly, *HMX1*, which is associated with the utilization of hemin-iron, showed a small but significant decrease in expression (Fig. 5a).

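From the changes in these iron-binding, iron transport and heme genes, the paper proposes the hypothesis that PP disrupts iron homeostasis and thereby alters carbon and lipid metabolism and mitochondria, through enzymes that need iron.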

Based on these results, we hypothesized that an important mechanism of action for PP in C. auris is disruption of iron homeostasis, which then alters carbon and lipid metabolism and mitochondria due to the requirement for iron-containing cofactors in enzymes of these pathways. Disruption of iron homeostasis by PP explains the compensatory upregulation of iron assimilation pathways that we observed.

To test this hypothesis, we asked if the addition of metals to C. auris cultures could attenuate the effect of PP. We added 10 μM ferrous or ferric iron to the culture medium with increasing concentrations of PP as well as copper or zinc to address specificity. As seen in Fig. 5c, only the addition of Fe^2+^ and Fe^3+^ could elevate growth of C. auris under PP treatment compared to that in conditions where no metal was added. No change in growth was found for zinc, whereas the addition of copper caused a further decrease of growth compared to the no-metal control. To further investigate the growth rescue by iron, we performed dose titration experiments with Fe^2+^ (Fig. 5d) and Fe^3+^ (Fig. 5e). While improved growth could be observed by adding 5 μM and 10 μM concentrations of either ferrous or ferric iron, at the lower dose of 1 μM, only the addition of Fe^3+^ was enough to show a significant increase in survival of C. auris (Fig. 5e).

In this study, we showed that PP caused mitochondrial dysfunction with an upregulation in glycolysis (Fig. 3) and reduced enzyme activity in the TCA cycle (Fig. 4a and b). We therefore tested if the iron rescue effect would change in response to different glucose concentrations in the medium. We observed an iron rescue effect for all glucose concentrations at both 20 and 48 h (Fig. 6). The supplementation of iron into low-glucose medium resulted in increased growth for PP concentrations lower than 5 μM at 20 h (Fig. 6a) compared to higher glucose concentrations at this time point (Fig. 6b and c). The enhanced protective effect of supplemental iron in low glucose was also evident at 48 h, where growth in 1 mM glucose was significantly increased up to 5 μM PP (Fig. 6d). In general, iron supplementation was also more beneficial at 48 h than at 20 h for 10 mM and 20 mM glucose (Fig. 6b, c, e, and f). Significantly better growth upon iron addition was seen at 1.25 μM PP at 20 h, which extended to 1.25 μM and 2.5 μM PP at 48 h. A trend toward higher cell density was seen at 5 μM PP with iron supplementation at 48 h; hardly any growth was observed at 20 h even with iron addition, suggesting a more urgent need for iron supplementation after an extended growth period.

### Pyrvinium pamoate reduces proliferation of C. auris in a host niche.

PP is an FDA-approved anthelmintic drug and is safe to use in human even at high dosage of 350 mg per tablet (37). We therefore tested if PP could inhibit proliferation of C. auris using two *in vivo* models, Galleria mellonella larvae and murine bone marrow-derived macrophages (BMDMs). PP was well-tolerated by *Galleria*, but it did not rescue from C. auris infection (Fig. S5). The lack of PP efficacy could be due to either poor absorption or the requirement for iron for the antimicrobial activity of the hemolymph of *Galleria*, as demonstrated by the effect of a metal chelator in delaying the removal of the bacteria Xenorhabdus nematophila and Bacillus subtilis from the infected host (48). PP as a cyanine dye has metal chelating capability (49), which may explain why *Galleria* might not be a suitable model for studying compounds that affect iron. Therefore, we next turned to a mammalian model.

Macrophages play important roles in host defenses against fungi and have recently been implicated in defenses against C. auris (50, 51). C. auris rapidly proliferates inside macrophages, showing that this is a relevant replicative niche in the host (51). First, we determined if PP was tolerated by macrophages. After 20 h of treatment, PP concentrations of 1.5 μM and 3.1 μM did not affect macrophages, while at 6.25 μM and 12.5 μM PP, macrophages showed decreased metabolic activity (Fig. 7a). For all subsequent experiments with BMDMs, a concentration of 1 μM PP was used.

**FIG 7:**
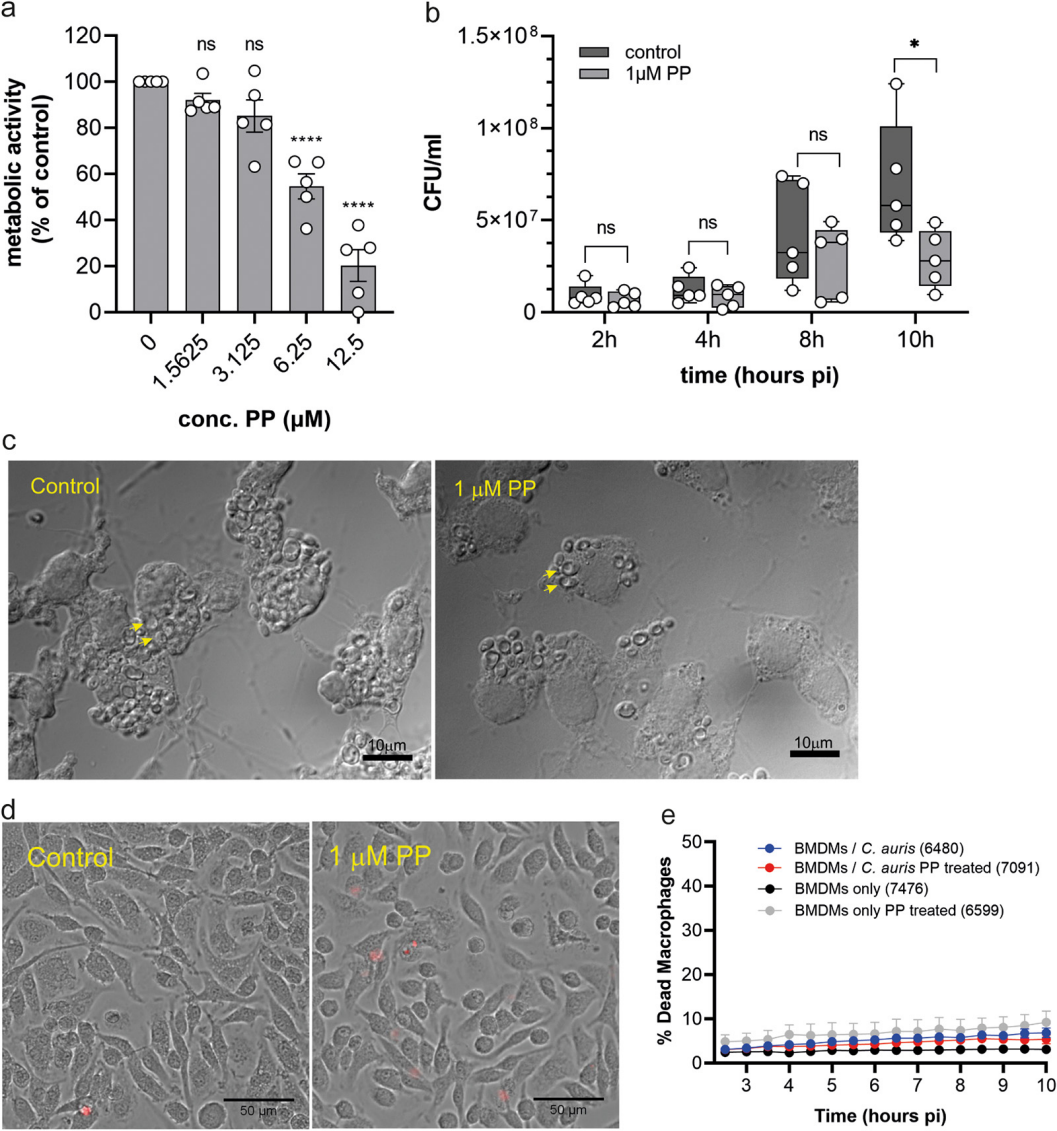
Pyrvinium pamoate inhibits growth of C. auris in a host niche. (a) Uninfected bone marrow-derived macrophages (BMDMs) were treated with various concentrations of PP for 20 h. Viability was measured using the resazurin metabolic assay. Error bars indicate SEM with *n* = 5 biological replicates. Each treatment group was compared to the control with a one-way ANOVA with Dunnett’s multiple-comparison test (ns, *P* ≥ 0.05; ****, *P* < 0.0001). (b) BMDMs were infected with C. auris at an MOI of 2:1 in presence or absence of 1 μM PP. Supernatant was removed and macrophages were lysed at 2 h, 4 h, 8 h, and 10 h postinfection (p.i.). Released C. auris were plated on YPD plates. CFU were counted after 2 days of incubation at 30°C. The box plot shows 5 independent experiments and their median values. Ratio-paired two-tailed *t* test was performed, with ns, *P* ≥ 0.05 and *, *P* = 0.015. (c) Microscopy images of BMDMs infected with C. auris without and with 1 μM PP treatment at 10 h p.i. at a ×100 magnification. Yellow arrows indicate phagocytosed C. auris. (d and e) Live-cell imaging of infected (MOI 3:1) and uninfected BMDMs without and with 1 μM PP treatment. (d) Magnified view of DRAQ7 staining of uninfected BMDMs with or without PP treatment at 10 h p.i. For uncropped image, see Fig S6. (e) Cumulative macrophage death (DRAQ7-positive BMDMs) was calculated from live-cell imaging. Graph shows mean values and SEM of three biological with two technical repeats. The number in brackets indicates the number of macrophages assessed per treatment group.

BMDMs were challenged with C. auris at a multiplicity of infection (MOI) of 2:1 (yeast/macrophages) for 1 h. After removing nonphagocytosed C. auris, macrophages were lysed for the release of internalized yeast at 2, 4, 8, and 10 h postinfection (p.i.) and CFU were counted. Consistent with the study by Bruno et al., C. auris replicated inside macrophages (Fig. 7b) (51). A trend toward lower C. auris cell numbers inside BMDMs for the PP-treated samples was visible at 8 hours p.i. with a significant difference at 10 hours p.i. (Fig. 7b). At this time point, the median CFU count in the treated culture was 2-fold lower than that of the control. This is in accordance with our *in vitro* results, in which 1 μM marks the IC_50_ value for PP against C. auris.

Microscopy also confirmed the decrease in internalized C. auris in the presence of PP compared to that in the control condition (Fig. 7c). High numbers of C. auris were visible inside BMDMs (yellow arrows) without PP treatment, and yeast numbers were greatly decreased when 1 μM PP was added to the culture (Fig. 7c). While our metabolic data in Fig. 7a show that uninfected macrophages are not susceptible to PP at antifungal concentrations, we also wanted to test if this was the case for infected macrophages. Therefore, we used imaging to address the viability of infected macrophages by staining dead cells with the dye Draq7. Imaging of uninfected macrophages was consistent with the metabolic data shown in Fig. 7a, in that macrophages maintained their cell integrity in the presence of PP during the 10 h of the assay (Fig. 7d and e and Fig. S6). C. auris-infected macrophages also maintained cell viability in the presence of PP (Fig. 7e). In fact, little cell death was seen for either C. auris-infected or uninfected macrophages with or without PP treatment (Fig. 7e) in the time frame of the assay. Collectively, our data suggest that PP reduces C. auris proliferation inside macrophages in the first 10 h postinfection in a fungal-selective manner.

## DISCUSSION

Our study establishes metabolism as a viable target against the drug-resistant fungal pathogen C. auris, demonstrating that the growth of this drug-resistant pathogen is inhibited by pyrvinium pamoate (PP) by a multipronged metabolic mechanism that disrupts iron, carbon, and lipid metabolism and thereby compromises the utilization of both macro- and micronutrients. We provide detailed insight into the antifungal mechanism of action of PP, showing that it causes wide-spread metabolic shifts and mitochondrial dysfunction. Our data show that petite-positive yeast species S. cerevisiae and C. glabrata are much less susceptible to PP than petite-negative C. albicans and C. auris, supporting a role for mitochondria in PP’s mechanism of action. Furthermore, our data support the hypothesis that the metabolic dysfunction caused by PP is strongly interconnected to its effect in disrupting iron homeostasis. Notably, the antifungal activity of PP is conserved across C. auris clades, although unlike in other fungal species, PP does not synergize with fluconazole. PP inhibited the replication of C. auris in macrophages without affecting immune cell metabolism at antifungal concentrations, showing it can act in a fungal-selective manner.

Our extensive investigations into the transcriptional response of C. auris to PP identified significant changes in ion homeostasis and carbohydrate metabolism, specifically glycolysis, pyruvate metabolism, and ATP generation. Genes associated with glycolysis and fermentation were upregulated by PP, while those associated with the generation of acetyl-CoA from pyruvate or acetate were downregulated. Acetyl-CoA is critical for driving the TCA cycle in the mitochondria, and we show that the activity of aconitase, a key TCA cycle enzyme, was lower in the presence of PP. We propose that the upregulation of glycolysis by PP serves to compensate for compromised mitochondrial metabolism. Imaging of C. auris mitochondria upon staining with MitoTracker Red CMXRos showed that PP caused reduced staining and a staining pattern more fragmented than that of control conditions (Fig. 4B). This result is consistent with PP causing mitochondrial dysfunction due to loss of mitochondrial membrane potential and fragmentation of mitochondria (52, 53). Indeed, many genes encoding cytochrome oxidase subunits or factors involved in the assembly of this heme complex were upregulated in PP-treated C. auris (Fig. 5b), presumably to compensate for defects in the electron transport chain. We also show that petite-positive yeasts C. glabrata and S. cerevisiae are resistant to PP at all concentrations tested, whereas C. auris and the petite-negative yeast C. albicans are susceptible (Fig. 4c). This indicates that PP becomes ineffective in yeast species that do not rely on mitochondrial respiration in the presence of fermentable carbon sources such as glucose. Similar to our conclusions, a compound targeting the C. albicans mitochondrial phosphate carrier was effective against C. auris but ineffective against the petite-positive S. cerevisiae and C. glabrata in the presence of glucose (54), which is consistent with the need for respiratory metabolism in the antifungal mechanism of action of at least some mitochondria-targeting compounds. Taken together, our data are consistent with PP exerting its antifungal activity by compromising mitochondrial respiration and metabolism. To our knowledge, this is the first time that mitochondrial dysfunction has been described as the mechanism of action of PP in any fungal pathogens.

Mitochondria are key organelles for fungal iron metabolism. Many proteins involved in mitochondrial processes such as electron transport or the TCA cycle have either an iron-heme or an iron-sulfur cluster cofactor (55). Iron import is facilitated mainly through Fet3/Ftr1 or Sit1 transporters. Remarkably, C. auris contains an expansion of *SIT1*-like genes of up to 14 orthologues compared to 1 in C. albicans, indicating its greater need for this metal but also revealing an Achilles heel (36). Our data indicate that the way PP compromises mitochondria in C. auris is interwoven with disrupting iron metabolism. Supporting this conclusion, PP reduces intracellular iron levels in the fungal pathogen C. albicans, where zinc levels were also affected, albeit at higher PP concentrations (56). By showing that supplementation with iron, but not zinc or copper, rescues C. auris from PP (Fig. 5c to e), we demonstrate that iron metabolism is altered in response to PP in C. auris. Consistently, genes encoding iron uptake, such as *FET3*, *FTR1*, and *SIT1*, are significantly upregulated by PP, and proteins that require iron as cofactors, such as aconitase in the TCA cycle, show reduced enzymatic activity (Fig. 5a and Fig. 4a). Unlike iron, the supplementation of ATP did not improve the growth of PP-treated C. auris (Fig. S4). While there is no experimental evidence that C. auris is able to import ATP from the extracellular environment and only an uncharacterized ORF (B9J08_000434) that may encode an ATP:ADP antiporter could be identified in its genome, other yeasts, such as C. albicans and S. pombe, are able to utilize external ATP (57, 58). 

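B9J08_000434, which Table S2 names PET9 and the deposited description gives as an ATP:ADP antiporter, had normalized counts of 1827 ± 237 (SD, n = 3) in PP-treated and 7397 ± 1630.4 (SD, n = 3) in control libraries, a log2 fold change of -2.02 (standard error 0.25, adjusted p = 5.16e-04).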

Combinational assessment of elevated iron in different glucose concentration revealed that glucose concentration had little effect on the iron rescue effect (Fig. 6). In other words, upon PP treatment, fungal growth could be rescued significantly by iron addition but not by an increase in glucose levels or ATP. While mitochondria activity and iron are closely connected functionally and it is therefore difficult to know precisely where the primary activity of PP lies, our data with supplementation of metabolites indicated that iron homeostasis might be the primary target of PP, with metabolic and mitochondria disruption following from that.

While we did not observe significant transcriptional changes of enzymes in the TCA cycle, reduced enzymatic activity of the Fe-S cluster enzyme aconitase coupled with a downregulation of genes encoding acetyl-CoA-synthesizing enzymes suggests a lower metabolic rate for this cellular process (Fig. 3 and Fig. 4a). 

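The 11 genes whose descriptions place them in the TCA cycle had a median log2 fold change of -0.08 (cameraPR, adjusted p = 0.983 over 7 lists), with 5 higher, 6 lower and none called by edgeR (4 had an unadjusted p under 0.05), DESeq2 or limma-voom. The mean was -0.12, and the direction under fry was up (adjusted p = 0.963). The median was 0.05 under library size scaling, 0.02 in limma-voom and 0.09 without PP replicate 3. The gene described as aconitate hydratase (B9J08_004914) changed by -1.36 (standard error 0.64, adjusted p = 0.104). Its control libraries held 1115, 1083 and 149 normalized counts against 304 ± 38 (SD, n = 3) with PP, and without control replicate 3 it was called down (-1.83, adjusted p = 4.92e-05).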

Acetyl-CoA is a precursor for ergosterol synthesis, a metabolic pathway that also critically depends on iron. For example, the azole drug target Erg11 contains heme as a cofactor. Indeed, iron deficiency and mitochondrial dysfunction have been linked to increased sensitivity toward azoles (59). Our data show that many genes in the ergosterol pathway were significantly downregulated in PP-treated C. auris, and checkerboard experiments revealed that the azole fluconazole, and to a lesser extent the echinocandin caspofungin, potentiated the effect of PP in an additive manner (Fig. S2). The interaction of antifungals with PP in C. auris is weaker than that described in C. albicans, Aspergillus fumigatus and Exophiala dermatitidis were azoles, and PP acted synergistically (60–62). We speculate that the reduced nature of potentiation in C. auris may be a result of its intrinsic resistance to azole antifungals.

PP has been studied as an anticancer drug with a range of proposed mechanisms, including inhibition of complex I or II in the mitochondrial electron transport chain (63, 64), interference with glucose metabolism, STAT3 signaling, and the inhibition of NADH-fumarate reductase (63, 65–67). We show that PP triggers the disruption of iron homeostasis in C. auris and causes major metabolic reprogramming, reduced activity of TCA cycle enzymes, and structural changes in mitochondria which could result from a failure to assemble heme and Fe-S cluster proteins. As such, our results might be informative for the anticancer mechanism of PP, as it is tempting to speculate that disruption of iron homeostasis by PP is one of the driving modes of action. However, differences exist between fungal and mammalian systems. The cytotoxicity of PP against cancer cells and cardiac fibroblast was dramatically increased in low-glucose conditions (47, 63, 68), consistent with higher reliance on glycolysis when mitochondria are inhibited (the so-called Warburg effect) (69). Genes involved in glycolysis and pyruvate fermentation were upregulated by PP in C. auris (Fig. 3), which is reminiscent of the Warburg effect in mammalian cells (70). However, in contrast to mammalian cells, changes in carbon source or glucose concentrations had no effect on the efficacy of PP against C. auris (Fig. S3). Taken together, these data indicate differences in metabolic flexibility between C. auris and mammalian cells when it comes to overcoming the metabolic dysfunction caused by PP. This conclusion is also supported by our macrophage infection experiments (Fig. 7). The rapid growth of C. auris inside BMDMs was significantly reduced by PP at 10 h postinfection at concentrations that did not compromise the metabolic activity or viability of macrophages in the same time frame.

In conclusion, our study has shown that PP perturbs fungal metabolism at the micronutrient and the macronutrient level by disrupting iron homeostasis and carbon and lipid metabolism and causing mitochondrial changes. These metabolic perturbations ultimately reduce growth of the multidrug-resistant pathogen C. auris. This “two-hit” metabolic disruption might be especially effective in host niches by potentiating nutritional immunity through iron deprivation and further restricting fungal metabolic flexibility that is needed in glucose-poor host niches, such as the macrophage phagosome. The fact that macrophages are more resistant to PP than C. auris shows that metabolic differences between host and pathogen might be exploitable for designing well-tolerated antifungal therapies. Anticancer therapies exploit the distinct metabolism of cancer cells, and we now show that a similar approach could be used for eukaryotic pathogens which, like cancer cells, share drug targets with their host. As such, our study sheds light on targeting metabolism and mitochondria as a promising therapeutic strategy against the worrisome drug-resistant pathogen C. auris.

## MATERIALS AND METHODS

### *Candida* strains and media.

*Candida* and S. cerevisiae isolates and strains used in this study are listed in Table S1. The C. auris isolates 470121 and 470140 were a generous gift from Sarah Kidd (National Mycology Reference Center, Adelaide), and the other isolates were obtained from the CDC (Atlanta, USA). All isolates were maintained on YPD plates (1% yeast extract, 2% peptone, 2% glucose, and 2% agar). When precultures were required, single colonies of C. auris were picked from YPD plates, inoculated into liquid YPD medium, and grown at 30°C for 20 h. Unless stated otherwise, all experiments were carried out in serum-free RPMI 1640 medium (R6504, Sigma), buffered with 3.5% MOPS (morpholinepropanesulfonic acid), and adjusted to pH 7. For experiments investigating different C-sources, RPMI 1640 medium (R1383, Sigma) with 3.5% MOPS was used supplemented with glucose (0, 10, 20 mM) or mannose (10 mM). Growth experiments with petite-positive and petite-negative yeasts were carried out in YNB supplemented with 0.2% yeast synthetic dropout mix.

### MIC and synergism experiments.

Experiments were set up according to the broth microdilution adaptation of CLSI-M27. Pyrvinium pamoate (PP) powder (P0027, Sigma) was dissolved in 100% dimethyl sulfoxide (DMSO) to achieve a stock concentration of 10 mM. PP stock solution was diluted in the appropriate medium to 2-fold concentrated (MIC) or 4-fold concentrated (synergism experiment). *Candida* and S. cerevisiae inocula were prepared as described in CLSI-M27. In brief, 5 yeast colonies were suspended in phosphate-buffered saline (PBS) and adjusted to an optical density at 600 nm (OD_600_) of 0.08 to 0.1. A volume of 100 μL of cell suspension was added to 9.9 mL RPMI 1640 or YNB medium to make the working solution. Then, 50 μL of PP and 50 μL of working solution were added into flat-bottom 96-well plates and incubated either at 37°C for 20 h or for growth assays in YNB at 30°C for 20 and 48 h. For synergism experiments, 25 μL of PP dilutions, 25 μL of antifungal drugs (caspofungin, fluconazole, and amphotericin B), and 50 μL of working solution were mixed and incubated at 37°C for 20 h. Cell density at 600 nm was measured using a plate reader (Tecan, Spark 10 M). The IC_50_ values in Table 1 were calculated using a four-parameter nonlinear regression equation (Prism 9, GraphPad) utilizing the Hill equation,

$$\text{y}=\min+\frac{\max-\min}{1+\left(\frac{x}{IC_{50}}\right)-\mathrm{hillslope}}$$

Synergistic effects were evaluated using the fractional inhibitory concentration index (FICI) method, whereby MIC_A_ and MIC_B_ are defined as the MICs of each drug alone and MIC_AC_ and MIC_BC_ are the corresponding MICs of both drugs in combination, $\mathrm{FICI}=\frac{{\mathrm{MIC}}_{\mathrm{AC}}}{{\mathrm{MIC}}_{A}}+\frac{{\mathrm{MIC}}_{\mathrm{BC}}}{{\mathrm{MIC}}_{B}}$. Drug interactions with FICI values of <0.5, >0.5 to <1, 1 to 4, or >4 are categorized as synergistic, additive, indifferent, and antagonistic, respectively.

### CFU/experiments.

C. auris precultures were grown in RPMI 1640 medium for 18 to 20 h overnight. The next morning, cultures were adjusted to a cell density of 0.1 (1 × 10^6^ cells) and treated with various concentrations of PP as indicated in the figure legends. Cells were exposed to the drug for 15, 30, 45, or 60 min for optimization of RNA-seq conditions or for 20 and 48 h to determine fungicidal versus fungistatic properties before being diluted and plated onto YPD plates. CFU were counted after a 2-day incubation at 30°C.

### Macrophage infections and live-cell imaging experiments.

Bone marrow-derived macrophages (BMDMs) from mice were prepared as previously described (33), by extracting bone marrow from the femur and tibia bones of 6- to 8-week-old mice (strain C57BL/6) and then differentiating into macrophages in BMDM medium that contains RPMI 1640 medium, 12.5 mM HEPES, 20% l-cell conditioned medium, 15% fetal bovine serum, and 100 U/mL of the antibiotics penicillin-streptomycin. Macrophages were left to differentiate for 6 to 8 days at 37°C and 5% CO_2_. All experiments using mice for the isolation of macrophages were approved by the Monash University Animal Ethics Committee (approval number MARP-2015-170/ID 14292 and ERM25488).

For infection experiments, BMDMs were counted in a hemacytometer and seeded at 2.5 × 10^5^ cells per well in a 24-well plate and incubated at 37°C and 5% CO_2_ overnight. The next day, macrophages were coincubated with the C. auris isolate 470140 (multiplicity of infection [MOI] 2:1 *Candida*/macrophages) without drug addition. After 1 h of coincubation, nonphagocytosed C. auris cells were removed by washing three times in PBS, and then prewarmed BMDM medium with or without 1 μM PP was added to the infected macrophages, which were incubated for a further 9 h. Images were taken with an Olympus BX60 microscope at ×100 magnification and further cropped and adjusted for brightness.

For live-cell imaging, BMDMs were seeded at 5 × 10^4^ cells per well in a 96-well plate in BMDM medium and incubated overnight at 37°C and 5% CO_2_. BMDMs were stained with 1 μM CellTrackerGreen CFMDA dye (ThermoFischer C7025) in serum-free BMDM medium as described previously (71). Macrophages were then infected with C. auris at an MOI of 3:1 C. auris/macrophages in BMDM medium for 1 h, after which all nonphagocytosed yeasts were removed by washing three times in PBS. Fresh medium with or without 1 μM PP was added and all cells were stained with 0.6 μM DRAQ7 (Abcam). The 96-well plate was put into an incubation chamber and time-lapse images were acquired with a Leica AF6000 LX epifluorescence microscope every 30 min for up to 24 h using a 10×/0.8-A objective with bright field, green fluorescent protein (GFP), and Y5 filters. For data analysis, the MetaMorph (Molecular Devices) was used as described in Tucey et al. (33). DRAQ7-positive events were plotted using Prism 9 (GraphPad) software.

For the quantification of fungal CFU, at the time points indicated in the figure legend, BMDM medium was removed and macrophages were lysed with ice-cold distilled water to release internalized C. auris. The cell suspension was diluted and plated onto YPD plates. After 2 days of incubation at 30°C, CFU were counted.

### RNA-seq experiment.

For RNA-seq experiments, C. auris precultures were grown in RPMI 1640 medium for 18 to 20 h. Precultures were diluted to a cell density of 0.1 in fresh RPMI, and cultures were grown in the absence or presence of 1 μM PP for 30 min. Cells were harvested and snap-frozen. RNA was extracted using the hot phenol method, and the poly(A)-test RNA-sequencing (PAT-seq) library was prepared as described previously (72). The experiment was performed 3 independent times.

The raw sequencing data from three biological independent experiments were processed by the Tail Tool pipeline (https://github.com/Monash-RNA-Systems-Biology-Laboratory/tail-tools) as described previously (73). The poly(A) sequence was removed from reads, which were then mapped onto the C. auris B8441 sequence assembly: http://www.candidagenome.org/cache/C_auris_B8441_genomeSnapshot.html. Read counts were produced based on reads aligning to annotated genes. To allow for unannotated 3′ untranscribed regions (UTRs), reads up to 400 bases downstrand of a gene but not extending into another gene on the same strand were also counted as belonging to a gene. Differentially expressed genes (DEGs) were selected using the Topconfects package (74) and filtered with a false-discovery rate (FDR) of 0.01 and log_2_ fold change of 1 (Table S2). The FDR represents *P* values adjusted for multiple testing using the Benjamini-Hochberg procedure (75). An interactive data analysis interface is provided at https://degust.erc.monash.edu/degust/compare.html?code=3ca3c1202b154234cab0544358026de0#/.

Gene Ontology (GO) enrichment using the PANTHER classification tool (http://www.pantherdb.org) was performed to identify enriched biological processes and molecular function. DEGs were further searched against the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (https://www.genome.jp/kegg/mapper/) to reveal enriched pathways.

### Resazurin viability assay.

BMDMs were seeded at 5 × 10^4^ cells per well in a 96-well plate in BMDM medium and incubated at 37°C and 5% CO_2_ overnight. The next day, 2-fold dilutions of PP were added to the cells in a volume of 100 μL and incubated at 37°C and 5% CO_2_ for 20 h followed by the addition of 10 μL 10× resazurin. Cells were further incubated at 37°C and 5% CO_2_ until reduction of resazurin was visible (2 to 4 h). Fluorescence (Ex/Em 535/585) was measured using a plate reader (Tecan, Spark 10 M).

### Aconitase assay.

Aconitase activity was measured with an aconitase activity assay kit (MAK051, Sigma). C. auris precultures were grown in RPMI 1640 medium for 18 to 20 h. Precultures were diluted to a cell density of 0.1 in fresh RPMI and treated with various concentrations of PP for 20 h. Cells were harvested and the pellet was resuspended in 100 μL of aconitase assay buffer. After 0.2 g of glass beads was added, cells were lysed in three pulses (40 s) in a bead beater (Savant Fast Prep FP120) with a 30-s recovery on ice between pulses. Glass bead and nonlysed cell material were removed by centrifugation in a tabletop centrifuge (13,000 rpm at 4°C for 5 min). The protein concentration was determined using a bicinchoninic acid (BCA) protein assay kit (Pierce). Fifty microliters of lysate was used for the aconitase activity assay following manufacturer procedures. Enzyme activity was normalized to protein concentration.

### Mitochondrial staining and imaging.

To observe mitochondrial morphology, we inoculated cells from stationary overnight cultures into fresh RPMI medium at a cell density of 0.01 with or without 1 μM PP treatment. After 6 h of treatment, staining was performed with a final concentration of 0.1 μM MitoTracker Red CMXRos in the growth medium. Cells were stained for 30 min at 30°C. Cells were washed three times with 1× PBS prior to microscopy. Images were taken with EVOS FL AUTO imaging system (×40 magnification, DsRed channel). In the figures, representative cells from the micrographs cropped and adjusted for brightness and contrast are shown.

### Galleria mellonella infection.

G. mellonella larvae were grown in-house and kept at 30°C in the dark until the start of the experiment. A colony of C. auris 470140 was streaked out onto YPD plates. The next day, colonies were picked and suspended in PBS. Cell density was adjusted to 5 × 10^6^ cells/mL, and G. mellonella larvae were injected with 5 × 10^4^ cells/larva of C. auris with or without concentrations of PP as indicated in the figure legend. Larvae were incubated at 37°C in the dark, and survival was checked daily for 6 days.

### Data availability.

The RNA-seq data have been deposited in GEO under the submission number GSE176354. The data are also available in interactive form at https://degust.erc.monash.edu/degust/compare.html?code=3ca3c1202b154234cab0544358026de0#/. Data set S1 shows the numerical data used to construct the graphs shown in the figures.

# Supplementary material for: Disruption of Iron Homeostasis and Mitochondrial Metabolism Are Promising Targets to Inhibit Candida auris
**Source:** Microbiol Spectr. 2022 Apr 12;10(2):e00100-22. doi: 10.1128/spectrum.00100-22
**Supplement:** SUPPLEMENTAL FILE 1 — Supplemental material. Download SPECTRUM00100-22-s001.pdf, PDF file, 5.9 MB

Supplementary Figure 1

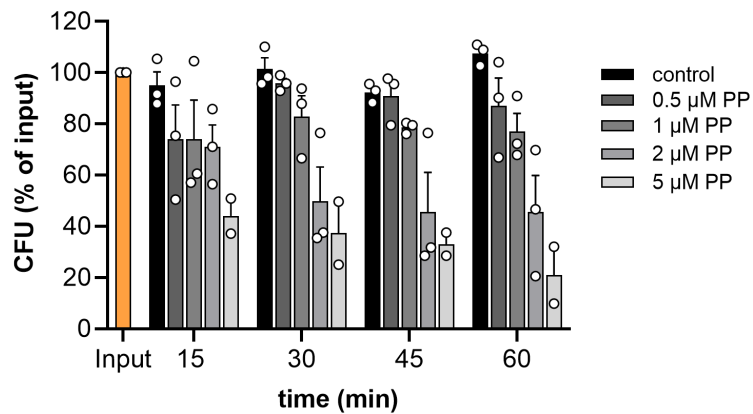

**Supplementary Figure 1: Optimization of pyrvinium pamoate treatment conditions for the RNAseq experiment.** *C. auris* was inoculated at a cell density of 0.1 in RPMI-16040 medium and treated with the indicated concentrations of PP. After 15, 30, 45 and 60 minutes of growth at 37°C aliquots of cultures were diluted and plated onto YPD plates. CFUs were counted after 2 days of incubation at 30°C. The data shown are the means  $\pm$  SEM (n = 2-3).

Supplementary Figure 2

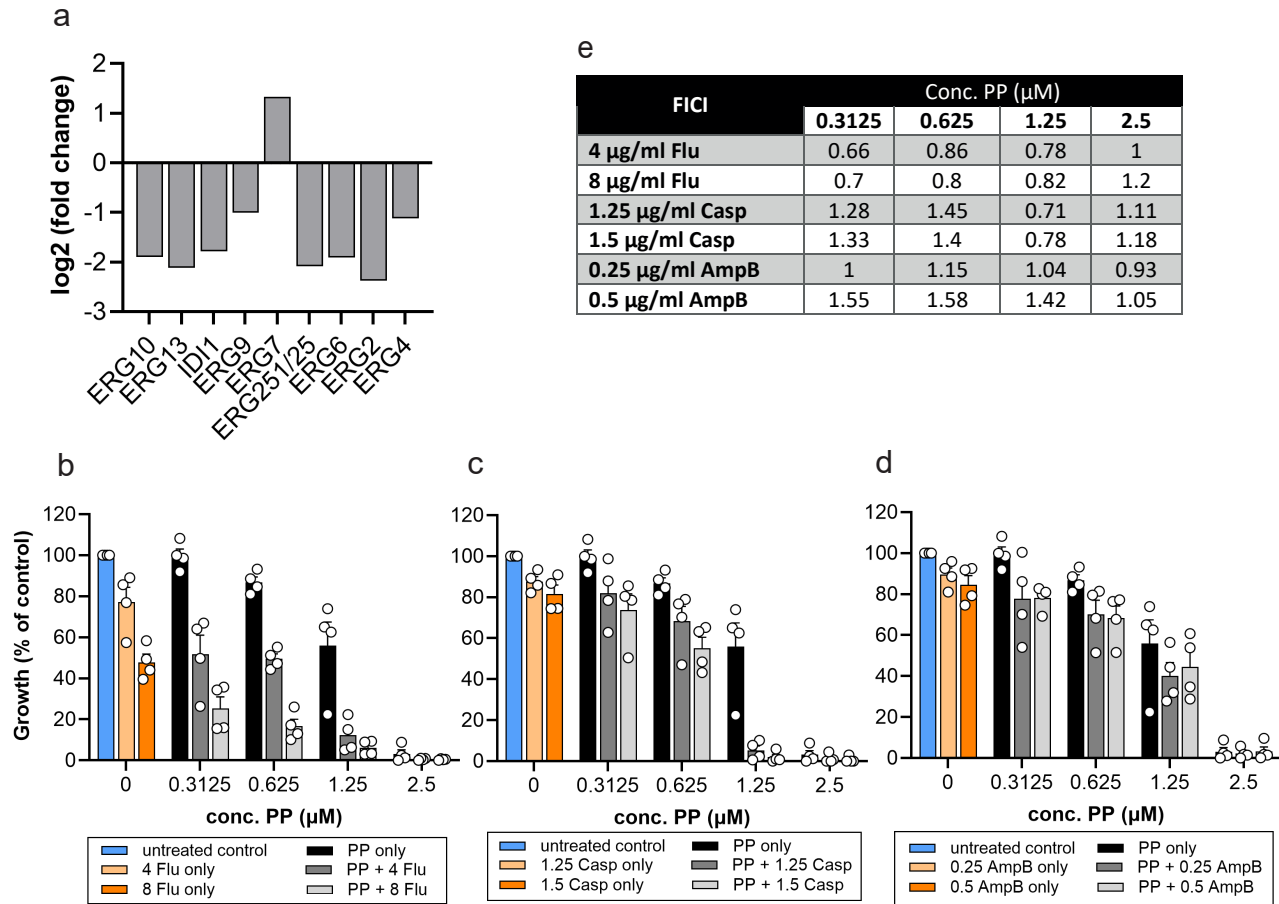

**Supplementary Figure 2: Investigation of synergistic interaction of pyrvinium pamoate with known antifungals.** **a)** PP downregulates genes in the ergosterol biosynthesis pathway. Genes are sorted according to their position in the ergosterol pathway from left to right. Significantly changed genes with  $p < 0.05$  are presented. *C. auris* was inoculated in RPMI-1640 according to the CLSI-M27 protocol and treated with PP at the indicated concentrations and either **b)** fluconazole (Flu) at 4 or 8 μg/ml **c)** caspofungin (Casp) at 1.25 or 1.5 μg/ml or **d)** amphotericin B (AmpB) at 0.25 or 0.5 μg/ml was added in combination with PP. After 20h of incubation at 37°C cell density was measured at 600nm. Error bars indicate SEM with  $n = 4$  biological replicates. **e)** The fractional inhibitory concentration index (FICI) for each drug combination with FICI values indicating  $> 0.5 - 1$  (additive) and  $> 1$  to  $< 4$  (indifferent) interactions.

### Supplementary Figure 3

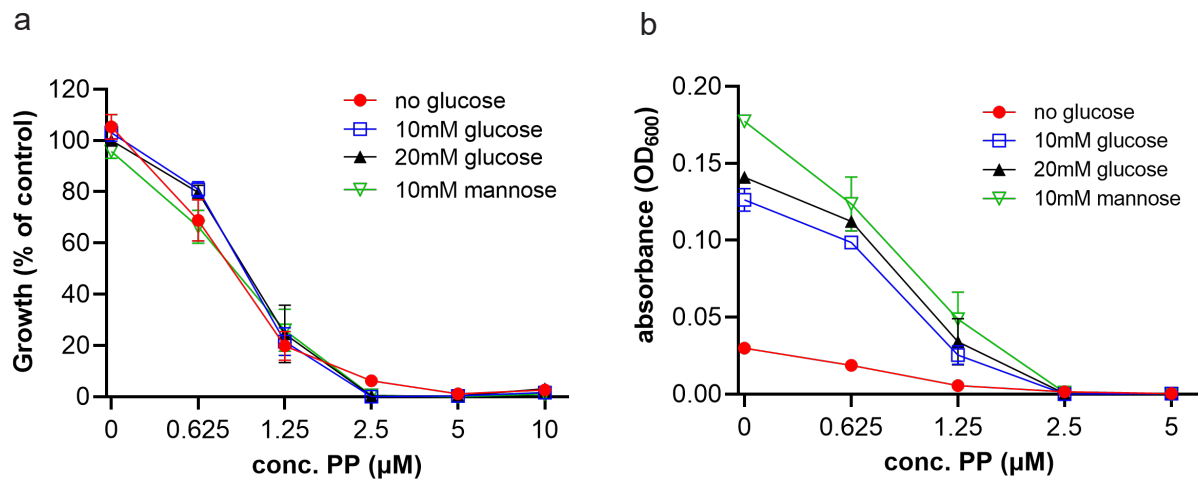

**Supplementary Figure 3. Growth inhibition of *C. auris* by pyrvinium pamoate is occurs in a range of glucose concentrations and with mannose as a carbon source. a)** *C. auris* was grown in RPMI-1640 medium supplemented with indicated C-source and MIC assays were prepared according to CLSI-M27 procedure. Cell density at 600nm was measured after 20h of growth at 37°C. The data shown are the means  $\pm$  SEM (n = 3). **b)** Absorbance data used to construct graph in panel a.

Supplementary Figure 4

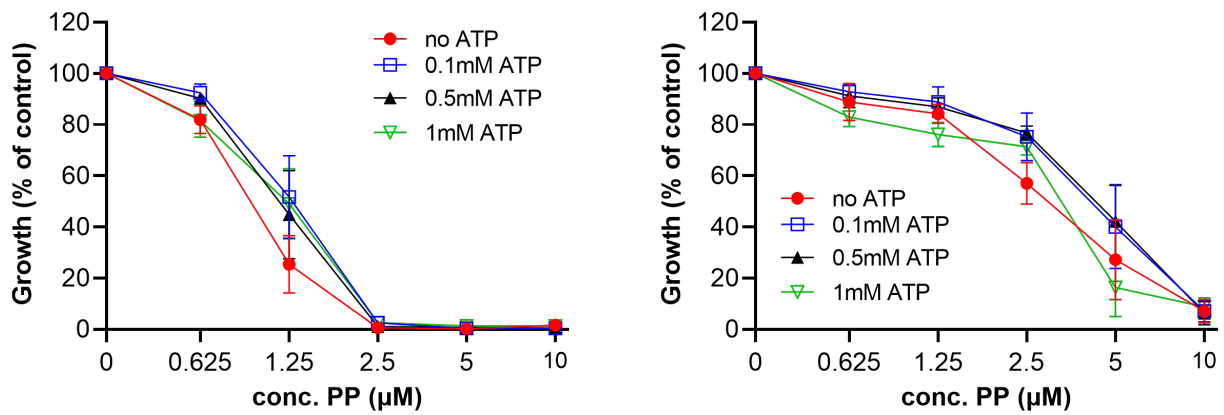

**Supplementary Figure 4. ATP supplementation does not rescue *C. auris* from growth inhibitory action of PP** *C. auris* was grown in RPMI-1640 medium supplemented with indicated concentrations of ATP and MIC assays were prepared according to CLSI-M27 procedure. Cell density at 600nm was measured after **a)** 20h or **b)** 48h of growth at 37°C. The data shown are the means  $\pm$  SEM (n = 4).

## Supplementary Figure 5

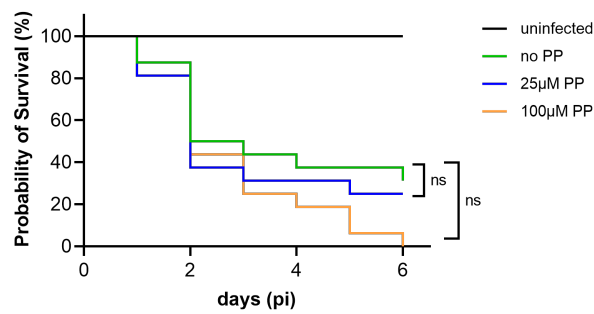

**Supplementary Figure 5: Testing the effect of pyrvinium pamoate on the survival of *Galleria mellonella* infected with *C. auris*.** *Galleria* larvae were infected with  $5 \times 10^4$  cells of *C. auris* with or without PP treatment. A control group of uninfected larvae was monitored alongside. Survival of larvae was assessed over 6 days. Experiments were done in triplicates with 5 to 6 larvae per treatment group. Kaplan Meyer survival curves of *Galleria mellonella* show the combined data of 16 larvae per treatment group. Statistical differences between the *C. auris* infected treatment groups were calculated by the log-rank Mantel-Cox test (ns  $p \geq 0.05$ ). PP did not show any adverse effect when injected into *Galleria* in the absence of *C. auris* (up to 100 µM, data not shown) and rapid onset of melanisation was observed for all *C. auris* infected larvae suggesting an immediate immune response.

Supplementary Figure 6

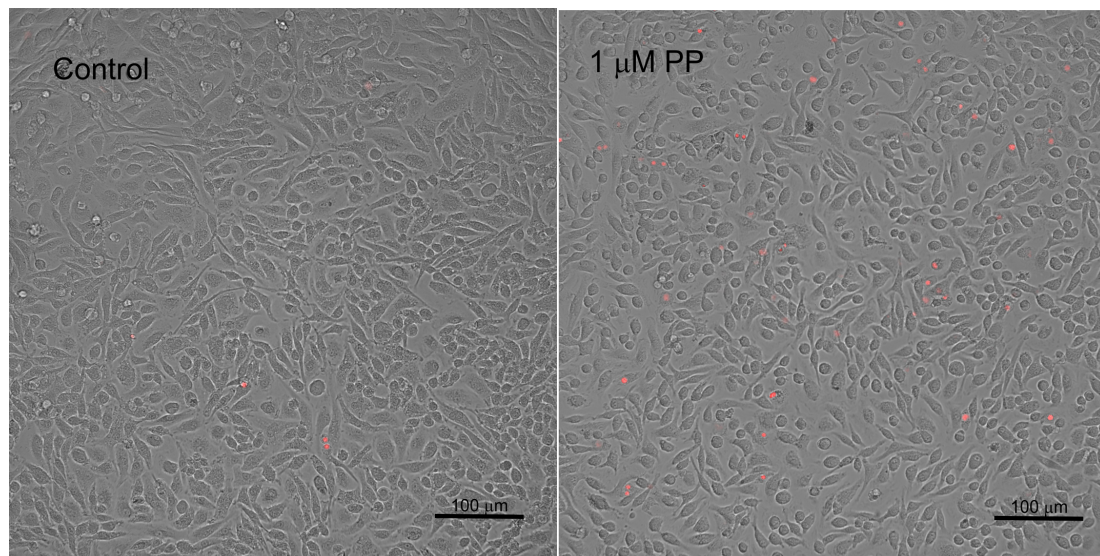

**Supplementary Figure 6: Life cell imaging of uninfected BMDMs without and with 1μM PP treatment.** DRAQ7 staining of uninfected BMDMs with or without PP treatment at 10h pi at 10x magnification.

**Table S1. Strains used in this study.**

| Strain # | Name   | Description                                                                                                          | Genotype | Species              | Source                                                              |
|----------|--------|----------------------------------------------------------------------------------------------------------------------|----------|----------------------|---------------------------------------------------------------------|
| YCAT1117 | 470140 | Clinical Isolate, India                                                                                              | Clade 1  | <i>C. auris</i>      | Gift from Sarah Kidd; National Mycology Reference Center, Adelaide. |
| YCAT1118 | 470121 | Clinical Isolate, India                                                                                              | Clade 1  | <i>C. auris</i>      | Gift from Sarah Kidd; National Mycology Reference Center, Adelaide. |
| YCAT1191 | B11098 | Clinical Isolate, Pakistan                                                                                           | Clade 1  | <i>C. auris</i>      | CDC, Atlanta, USA*                                                  |
| YCAT1192 | B11109 | Clinical Isolate, Pakistan                                                                                           | Clade 1  | <i>C. auris</i>      | CDC, Atlanta, USA                                                   |
| YCAT1193 | B11203 | Clinical Isolate, India                                                                                              | Clade 1  | <i>C. auris</i>      | CDC, Atlanta, USA                                                   |
| YCAT1194 | B11205 | Clinical Isolate, India                                                                                              | Clade 1  | <i>C. auris</i>      | CDC, Atlanta, USA                                                   |
| YCAT1195 | B11220 | Clinical Isolate, Japan                                                                                              | Clade 2  | <i>C. auris</i>      | CDC, Atlanta, USA                                                   |
| YCAT1196 | B11221 | Clinical Isolate, South Africa                                                                                       | Clade 3  | <i>C. auris</i>      | CDC, Atlanta, USA                                                   |
| YCAT1197 | B11222 | Clinical Isolate, South Africa                                                                                       | Clade 3  | <i>C. auris</i>      | CDC, Atlanta, USA                                                   |
| YCAT1198 | B11244 | Clinical Isolate, Venezuela                                                                                          | Clade 4  | <i>C. auris</i>      | CDC, Atlanta, USA                                                   |
| YCAT1199 | B11245 | Clinical Isolate, Venezuela                                                                                          | Clade 4  | <i>C. auris</i>      | CDC, Atlanta, USA                                                   |
| YCAT1200 | B8441  | Clinical Isolate, Pakistan                                                                                           | Clade 1  | <i>C. auris</i>      | CDC, Atlanta, USA                                                   |
| YCAT229  | SC5314 | Clinical isolate, from patient with “ <i>generalised Candida infection</i> ” (Odds et al Genome Biology 2004, 5: 230 | Clade 1  | <i>C. albicans</i>   | Traven lab                                                          |
| YCAT607  | CBS138 | Wildtype strain                                                                                                      | Clade 5  | <i>C. glabrata</i>   | ATCC® 2001™                                                         |
| YAT180   | W303   | Wildtype strain                                                                                                      |          | <i>S. cerevisiae</i> | Traven lab                                                          |

\*All isolates from the CDC, Atlanta are held under the material transfer agreement between Centers for Disease Control and Prevention and Monash University D-385-20MTA.

How the deposited data were processed for this re-analysis (not part of the article)

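RNA from the 3 DMSO control and 3 PP cultures (1 μM, 30 min, 37°C, cell density 0.1) was sequenced by PAT-seq. According to the paper's methods, the authors processed the reads with the Tail Tools pipeline: the poly(A) sequence was removed, reads were mapped to the B8441 assembly, and reads on annotated genes or a short distance downstrand of them were counted. The authors deposited 3 tables for the same 6 libraries. The read counts are whole numbers per gene and library, made by the authors in this way and not normalized. The counts of reads with a tail, as deposited, are a subset of the read counts and are not normalized either. The mean poly(A) tail lengths, as deposited by the authors, are in bases and are missing where a gene has no read with a tail. How many A bases make a tail, how the mean was taken and any limit on length are not stated in the paper or the sample labels. The count table holds 5432 genes, 5420 described as mRNA and 12 as rRNA.

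Library totals ran from 20674335 to 44727684 counted reads, and between 67.5% and 72.2% of these had a tail. The 10 most abundant genes held between 9.14% and 14.9% of the reads. No pair of libraries was alike enough to be 1 library deposited as 2, since at most 56 genes had identical counts in a pair. The DMSO control and PP libraries carry the replicate numbers 1 to 3, and the paper states that the experiment was done 3 independent times. The deviations of same-numbered libraries from their group means correlated across genes with r of 0.33, 0.18 and 0.41 for replicates 1 to 3, so the numbers were taken to pair the libraries. The reported fit has no replicate block. This choice, the thresholds, the tests and the alternatives below were set before the data were examined, and the blocked fit was among the alternatives. On the first principal component (82.1% of the variance) the libraries parted by treatment, and on the second (10.6%) both replicates 3 lay apart from the others.

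Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM factors, robust quasi-likelihood test), which left 5336 genes. Genes were called at a Benjamini-Hochberg adjusted p of at most 0.01 and an absolute log2 fold change of at least 1, the thresholds of the paper's methods, which selected genes with Topconfects. The standard error is the log2 fold change divided by the root of the F statistic. Log2 values per library used a prior count of 2. Alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), RLE size factors, library size alone, no count filter, a mean count of at least 50, the replicate block, reads with a tail in place of all reads, an adjusted p of 0.05, edgeR's glmTreat, and each library left out in turn.

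Lists of genes were tested with cameraPR at a preset correlation of 0.01 and called at an adjusted p of at most 0.05 over 7 lists, with fry as an alternative. The plan defined most lists by gene names and allowed a set test only where names cover at least 80% of a list. Names were available only from Table S2, and covered 76.9% of the glycolysis, 43.5% of the ergosterol, 69.6% of the ribosome biogenesis, 60% of the DNA replication and none of the TCA cycle and cytochrome c oxidase subunit names. The lists were therefore redefined by the deposited functional descriptions, and the set tests were run on them, a departure from the plan made after values had been seen. The lists for iron-sulfur binding, iron uptake, cytochrome c oxidase assembly, complex I, complex III, ATP synthase, mitochondrial ribosomal proteins and phosphate were added after values had been seen. No identifier of the count table was found in the gene table given as reference, so that table was not used.

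Genes named here are those the paper names from these data or draws in Fig. 3, 5 and S2a that could be matched, the 5 up- and 5 downregulated genes with the largest changes among those with separated groups, and the 3 genes with the largest tail lengthening and shortening. The values of Table S2 had been seen when this rule was written. Genes given by their description alone, and PHO84, fall outside the rule and were chosen after values had been seen.

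Tail lengths were analysed for the 5174 genes with at least 10 tail reads in every library. The median over genes was compared by an exact two-sided permutation test, and single genes by limma with a trend and robust variance at an adjusted p of at most 0.01. The methods were tested on simulated data with 200 changed genes. With a log2 fold change of 2, edgeR recovered 96% with 2 false calls, DESeq2 99% with 7, limma-voom 95% with 2, and edgeR with a replicate block 97% with 6. None of 100 lists of unchanged genes passed the set test. Genes were simulated independently of each other, so this does not test the set test on correlated genes or its preset correlation. For tails changed by 10 bases, limma recovered 48.5% with 1 false call, so many changes of that size would be missed. Medians of single libraries were compared with 10000 random lists of like expression. Growth, microscopy and enzyme data of the paper were not analysed here.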

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

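The results in this part come from genes the paper does not discuss and from tail lengths it does not report. The phosphate genes were picked out after their values were seen, and the tests on the phosphate list without PHO84 and of the share of reads with a tail were chosen after their results were seen.

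Of the 5 upregulated genes with the largest changes and separated groups, 3 are not discussed in the paper's text: TRY6 (B9J08_003409, log2 fold change 6.09, adjusted p = 5.65e-05), PHO100 (B9J08_001613, 6.00, adjusted p = 2.47e-05) and QDR2 (B9J08_002663, 5.81, adjusted p = 6.09e-05). TRY6 and QDR2 were near the limit of detection in the controls, at 0.236 and 0.941 normalized counts. The 5 downregulated genes were PRI1 (B9J08_001474, -4.54, adjusted p = 1.89e-05), SAE2 (B9J08_004628, -4.41, adjusted p = 2.20e-04), PGA6 (B9J08_001366, -4.28, adjusted p = 2.49e-05), IFF6 (B9J08_001155, -4.22, adjusted p = 1.27e-04) and B9J08_003223 (-4.11, adjusted p = 2.76e-04). SAE2 was near the limit of detection in the PP libraries, at a mean of 0.284 normalized counts. Each of these genes was called with any 1 library left out. These genes were chosen for their size, so their changes are likely overestimates, and treatment with PP is the one difference between the groups that the design names. The real grouping gave 1247 called genes and each of the other 9 splits of the 6 libraries gave 0 in edgeR, the tool used for the splits, with 0 to 147 genes at an unadjusted p under 0.05, so 1 of 10 splits was as large. With 10 splits this share is at least 0.1 whatever the data, so the count by itself can neither exclude chance nor speak for it. Against the 4 splits that part all 3 replicate pairs, the real one included, the real split is again the one with called genes, and the other 6 splits keep a pair of libraries together on 1 side.

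A list of phosphate genes was made from the functional descriptions. PHO100, described only as a hydrolase, is not in it. Of 13 genes described as phosphate transporters or acid phosphatases, 6 were called upregulated by edgeR and 12 had a log2 fold change above 0, and the largest change was in PHO84 (B9J08_001464, log2 fold change 5.24, adjusted p = 2.47e-05). For PHO84 itself, the lowest log2 fold change was 5.15 with 1 library left out and 5.24 under the scaling and filter alternatives, which does not bear on the rest of the list. The median of the 13 genes was 0.71, and 1.34 without control replicate 3, so its size depends on that library. For the 12 genes other than PHO84 (median 0.70, 5 called upregulated), the tables argue against a rise that 1 library makes, since the lowest median with 1 library left out was 0.56, with at least 4 genes called upregulated. They argue against depth or scaling as its cause, since the lowest median under the scaling and filter alternatives was 0.698, with 5 called under each. Reads moving between near-identical copies would lower the copies that lose them. No member of the list fell far (lowest log2 fold change -0.18), but copies outside the list were not examined. The list was also picked after values had been seen, so this explanation stays open. A response of phosphate genes to PP may explain the pattern, as a hypothesis found and tested on the same libraries. Other splits of the libraries were not tried for this list.

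Tail lengths changed in 78 of 5174 genes (limma, adjusted p of at most 0.01), 70 longer and 8 shorter with PP. The other 9 splits gave between 0 and 6 genes, so the real split alone, 1 of 10, reached 78, and 10 splits cannot settle whether chance is excluded. With tail lengths centred on each library's median, limma called 0 genes, with 1413 genes at an unadjusted p under 0.05 and 407 at an adjusted p of at most 0.05. With the replicate number as a block the count was 125. With 1 library left out it was 20 without control replicate 2, 29 without PP replicate 1, 26 without PP replicate 2, 50 without PP replicate 3, 110 without control replicate 1 and 80 without control replicate 3, where 41 genes were longer and 39 shorter and only 37 were among the 78. The longest shifts were ZCF4 (B9J08_001595), longer by 16.0 bases (adjusted p = 5.06e-09), B9J08_002393, described as poly(A) binding, by 15.6 bases (adjusted p = 6.98e-11), and B9J08_003150 by 14.7 bases (adjusted p = 2.04e-04). PCK1 (B9J08_002669) changed by -16.0 bases (adjusted p = 1.86e-19), from 32.8 ± 2.99 to 16.8 ± 0.518 bases (SD, n = 3 each), B9J08_000950 by -14.2 bases (adjusted p = 1.89e-05) and B9J08_000702 by -12.7 bases (adjusted p = 0.00731). Except for PCK1, with at least 561 tail reads per library, these genes had as few as 10 to 41 tail reads in a library. B9J08_002393 was not called without control replicate 3 (adjusted p = 0.282), and B9J08_000950 not without PP replicate 3 (0.0262). B9J08_003150 was not called without control replicate 1 (0.0267), control replicate 2 (0.0115), control replicate 3 (0.333), PP replicate 1 (0.0314) or PP replicate 2 (0.0107). B9J08_000702 was not called without control replicate 2 (0.0371), PP replicate 1 (0.132), PP replicate 2 (0.0504) or PP replicate 3 (0.261). When centred on the library median none of the 6 genes was called, and with square root weights PCK1 alone was. Over all alternatives the adjusted p ranged from 1.72e-09 to 0.0277 for ZCF4, 1.25e-12 to 0.282 for B9J08_002393, 5.65e-05 to 0.333 for B9J08_003150, 1.39e-24 to 0.0152 for PCK1, 1.11e-05 to 0.0285 for B9J08_000950 and 0.00284 to 0.356 for B9J08_000702.

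The medians over genes were 32.2, 30.9 and 27.4 bases in control replicates 1 to 3 and 32.5, 30.8 and 31.2 in the PP replicates, a difference of 1.33 bases between the group means (exact permutation test, two-sided, p = 0.5, where 0.1 is the smallest p possible). Control replicate 3 had shorter tails than both other controls in 92% of genes, against 33.3% by chance, which argues against a change in which genes are expressed. Its share of reads with a tail, 67.5%, lay just under the 68.1% to 72.2% of the other libraries, which leaves a difference in library preparation open. No biological explanation for its shorter tails was tested here.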

How the results depend on the processing

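The alternative settings in this part were planned, except for 2 narrower lists chosen after the result was seen. The gene lists they were applied to were redefined by functional description after values had been seen, so the set tests on them, other than that of the ribosomal proteins, were chosen after values had been seen.

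The numbers of up- and downregulated genes stayed within 1.5 times 615 and 632 under DESeq2, limma-voom, RLE size factors, library size alone, both count filters, the replicate block, reads with a tail and an adjusted p of 0.05. They moved under glmTreat, to 173 upregulated and 195 downregulated genes, because that test asks for a change beyond the fold change threshold itself. With 1 library left out they ranged from 453 to 728 and from 484 to 685. Library size alone shifted the median log2 fold change of all genes to 0.13 and gave 758 upregulated and 530 downregulated genes. No gene called in the reported fit was called in the opposite direction under any alternative.

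Glycolysis, ergosterol, ribosomal protein, ribosome biogenesis and DNA replication lists kept their direction and passed the threshold under all the alternatives set at the start, fry included. The narrower ribosomal protein list passed as well (-1.81, adjusted p = 2.62e-15). The narrower DNA replication list, 32 of the 59 genes, kept its direction at a median of -0.30 but did not pass (adjusted p = 0.138), with 12 called down and 6 called up. The cause was not tested. The TCA cycle and cytochrome c oxidase subunit lists never passed, and their medians near 0 changed sign. The TCA median was 0.048 under library size alone and 0.023 in limma-voom, and ranged from -0.26 without PP replicate 2 to 0.087 without PP replicate 3 with 1 library left out. The subunit median was 0.046 under library size alone, and ranged from -0.17 without control replicate 3 to 0.12 without control replicate 2 with 1 library left out. The shift of all genes accounts for the sign under library size alone. For limma-voom the cause was not tested. In the sets, 3 of 10 splits of the libraries, the real one included, had as many lists past the threshold (5), and the 9 other splits gave between 0 and 5. Of the 4 splits that part all replicate pairs, 2 reached 5. Each other split sets 2 libraries of a treatment and 1 of the other against the reverse, so it keeps part of the PP change, and this count does not bear on whether the set results stand apart. For members of the figure lists, 47 were called in the real split and 0 in each other, so 1 of 10 was as large. With 10 splits that share is at least 0.1 whatever the data, so this count cannot show whether chance is excluded.

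Over 78 named genes and 14 alternatives, 1019 of 1092 values kept their direction and side of the thresholds, 41 lost the call, 27 gained it and 5 changed sign. The sign changes were in 2 genes that did not change: B9J08_005207 (0.072 under library size alone, -0.20 to 0.082 with 1 library left out) and B9J08_003836 (-0.029 to 0.33 with 1 library left out). Most lost calls came from fits with 1 library fewer. The replicate block gained 9 calls (PGK1, TRI4, FET31, SFU1, ISU1, SIT1 as B9J08_001499, B9J08_001487 and B9J08_003921, and CFL4 as B9J08_004886) and changed no other call of a named gene or list. It gave 620 upregulated and 640 downregulated genes.

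The number of genes with a changed tail length depended strongly on the setting. It was 78 as reported, 125 with the replicate block, 0 when centred on the library median, 152 at an adjusted p of 0.05, and from 20 without control replicate 2 to 110 without control replicate 1 with 1 library left out. It was 29 without PP replicate 1, 26 without PP replicate 2 and 50 without PP replicate 3. Square root weights gave 113 genes, 26 of them among the 78. The cause was not tested. The Spearman correlation across genes between tail change and log2 fold change was 0.013, 0.034 with at least 50 tail reads, and from -0.020 without PP replicate 3 to 0.049 without control replicate 3 with 1 library left out, so it showed no relation, and genes are not independent replicates. The difference in median tail length stayed within the spread of the replicates, from -0.069 bases without control replicate 3 to 2.37 without control replicate 1.

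What depth limits was not measured, since depth was not varied. Abundance alone did not set the precision of single genes, with a standard error of 0.60 for SIT1 (B9J08_001499) at 0.901 normalized counts in controls and of 0.66 for TDH3 (B9J08_003306) at 1043. With 3 libraries per group, a single library can decide a call near the threshold.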

Differences from the paper's values

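Of the values compared, which are 2 counts and the log2 fold changes of 66 named genes in Table S2, none differed by the criteria used. The numbers of up- and downregulated genes are 615 and 632 against the paper's 631 and 634, and for the 66 genes the log2 fold change differed by less than its standard error (at most 0.347).

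Some statements of the paper about single genes were not met at the thresholds used here. The paper's text or Fig. 5a presents FET3 (FET31, log2 fold change 1.00, adjusted p = 0.0140), SIT1 (B9J08_001499, 1.94, adjusted p = 0.0254), TRI4 (1.97, adjusted p = 0.0294), ISU1 (0.97, adjusted p = 0.0131), SFU1 (1.50, adjusted p = 0.0158), FRE8 (1.05, adjusted p = 0.0217) and CFL4 (B9J08_004886, -1.62, adjusted p = 0.130) as changed, and Fig. 3a presents PGK1 (1.07, adjusted p = 0.0245). The legend of Fig. 5 uses a threshold of 0.05, which all of these except CFL4 meet on the adjusted p, ISU1 without the fold change. PGK1 also passes at 0.05. All have the sign of their value in Table S2, and another SIT1-named gene (B9J08_001948) and another CFL4-named gene (B9J08_000418) passed. The other 2 SIT1-named genes were lower with PP, B9J08_001487 (-1.58, adjusted p = 0.0102), called down with the block, at 0.05, in DESeq2, in limma-voom and without control replicate 1, and B9J08_003921 (-1.35, adjusted p = 0.119), called down with the block. Without control replicate 3 the change was -0.93 for B9J08_001487 and -0.23 for B9J08_003921. With the replicate number as a block, chosen before the data were examined, FET31, SIT1, TRI4, ISU1, SFU1, CFL4 and PGK1 pass, but not FRE8. DESeq2 calls FET31, SIT1, SFU1, FRE8 and PGK1. Library size alone calls SFU1 and ISU1, and leaving out control replicate 3 calls TRI4, FET31, SFU1 and FRE8. Of all 57 genes of Table S2 that were not called, 49 are called with the block, 36 at an adjusted p of 0.05, 40 by DESeq2, 13 by limma-voom, 15 with library size alone, 7 with RLE size factors, 9 in reads with a tail, 7 with a mean count of at least 50, none without a count filter, and 34 without control replicate 3. Leaving out another single library calls between 2 and 10 of them.

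The paper states that all genes of the glycolytic pathway rose. Of 14 genes described in glycolysis, 14 had a log2 fold change above 0 and 8 were called, but a hexokinase (B9J08_003836, 0.08, adjusted p = 0.771) and a glyceraldehyde-3-phosphate dehydrogenase (B9J08_001227, 0.09, adjusted p = 0.702) did not change. The more abundant B9J08_002566, whose description also names hexokinase activity, was higher in all PP than in all control libraries without being called (0.74, adjusted p = 0.0233). TDH3 (B9J08_003306), drawn in Fig. 3a and not among the 14 by its description, did rise (3.88, adjusted p = 0.00206). The legend of Fig. 3a uses a cutoff of 0.01 without a fold change, which B9J08_000808 (0.88, adjusted p = 0.00786), B9J08_005239 (0.83, adjusted p = 0.00429) and B9J08_002477 (0.69, adjusted p = 0.00874) meet on the adjusted p. The paper states that all but 1 gene of the ergosterol pathway fell. Of 22 genes described in that pathway, 17 were lower and 5 higher with PP, and 6 were called down, while all 9 genes drawn in Fig. S2a match the statement. The paper states that several genes for subunits and assembly factors of cytochrome c oxidase rose. Of 19 genes described in its assembly 10 were called, and of 7 described as having its activity none was. The paper states that the pyruvate dehydrogenase genes PDA1 and LAT1 fell. Of 3 genes whose descriptions name pyruvate dehydrogenase none was called (B9J08_003785, -0.41, adjusted p = 0.0722, B9J08_005207, -0.07, adjusted p = 0.793, and B9J08_004737, also an acetyltransferase, -0.60, adjusted p = 0.00842), but the last meets the cutoff of 0.01 in the legend of Fig. 3a. The paper states that CYC1 rose and RLI1 fell. The genes with the closest descriptions were not called (B9J08_003804, 1.24, adjusted p = 0.180, and B9J08_000705, -1.87, adjusted p = 0.0150, called down at 0.05, in DESeq2 and without control replicate 3). With the block B9J08_003804 changed by 1.68 (adjusted p = 0.0288, the lowest over the alternatives, which went up to 0.368) and was higher with PP in all 3 pairs, so it meets the 0.05 of the legend of Fig. 5 there. Descriptions need not pick the same genes as the paper's names.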

Other observations

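The patterns in this part were noticed in the data. The tests of regulation by iron, of a condition shared by the third experiment, of mixed RNA and of a wrong label were chosen only after their results were seen, and so were the percentile limits used with them.

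Control replicate 3 differed from the other controls. It had 126 genes at least 1 log2 unit lower and 144 at least 1 log2 unit higher than the mean of control replicates 1 and 2, against 76 genes that far apart between those 2. The 18 iron-sulfur genes had a median deviation of -0.33 on the log2 scale, at percentile 0.09 of random lists of like expression, and 13 were below both other controls. The 7 complex I genes deviated by -1.53 and the 7 complex III genes by -1.78. The tables argue against RNA of PP-treated cells in this library, since a mixture lies between its parts while 10 of the 18 iron-sulfur genes were lower in it than in every other library, and against a PP library labelled as a control, since 97 of the 100 genes PP raised most lay nearer the other controls.

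Other explanations stay open. The test took regulation by iron to leave genes that bind no iron unchanged and to raise iron uptake genes. That premise was not itself tested. The iron uptake list did lie high (0.30, percentile 97.2), just short of the limit set for a high list. Outside that list, the SIT1-named genes, FRE8 and CFL4 as B9J08_004886 were each higher in control replicate 3 than in both other controls. The mitochondrial ribosomal protein genes were lower (-0.43, 68 of 72 below both other controls), and so was the list of cytosolic ribosomal proteins (-0.69). With the premise untested, these lower lists decide neither for nor against iron. The percentile of 0.09 for the iron-sulfur list does not decide for it. Fewer transcripts of all mitochondrial proteins is not decided either, because the 8 ATP synthase genes went both ways around a median of -0.062. A condition shared by the third experiment is possible, since the iron-sulfur genes were also lower in PP replicate 3 (-0.22, percentile 0.6) and that ribosomal list deviated alike (-0.64). The complex I (-0.465, percentile 0.15) and complex III genes (-0.51, percentile 1.82) were lower there too, by less than in control replicate 3. The iron uptake list was not higher in PP replicate 3 (0.00). These explanations cannot be told apart with 1 library.

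Aconitate hydratase and some other iron-sulfur genes were lower with PP in replicates 1 and 2. The hypothesis that PP lowers iron-sulfur transcripts in the way control replicate 3 is low was tested between 2 contrasts that share no library, control replicate 3 against 1 and PP replicates 1 and 2 against control replicate 2. It was not borne out for the 18 listed genes. Aconitate hydratase and B9J08_000705 are not among these, because their descriptions do not name iron-sulfur clusters, so the test does not cover them. Spearman's rho across the 18 genes was 0.42 (0.32 over all genes tested), but only 5 of the 18 genes fell in both contrasts, and only 5 fell with PP. Genes are not independent replicates. Control replicate 3 still matters for single genes, since leaving it out calls aconitate hydratase (B9J08_004914) down at -1.83 (adjusted p = 4.92e-05) and B9J08_000705 at -2.27 (adjusted p = 3.86e-05). Over the other alternatives the adjusted p ranged from 0.0992 to 0.338 for B9J08_004914 and from 1.25e-04 to 0.0558 for B9J08_000705.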
